# Transcriptome Analysis of the Cerebellum of Mice Fed a Manganese-Deficient Diet

**DOI:** 10.3389/fgene.2020.558725

**Published:** 2020-12-03

**Authors:** Young Ah Seo, Eun-Kyung Choi, Luisa Aring, Molly Paschall, Shigeki Iwase

**Keywords:** manganese, cerebellum, transcriptome, neurodevelopment, spliceosome

## Abstract

Manganese (Mn), primarily acquired through diet, is required for brain function and development. Epidemiological studies have found an association between both low and high levels of Mn and impaired neurodevelopment in children. Recent genetic studies have revealed that patients with congenital Mn deficiency display severe psychomotor disability and cerebral and cerebellar atrophy. Although the impact of Mn on gene expression is beginning to be appreciated, Mn-dependent gene expression remains to be explored in vertebrate animals. The goal of this study was to use a mouse model to define the impact of a low-Mn diet on brain metal levels and gene expression. We interrogated gene expression changes in the Mn-deficient mouse brain at the genome-wide scale by RNA-seq analysis of the cerebellum of mice fed low or normal Mn diets. A total of 137 genes were differentially expressed in Mn-deficient cerebellums compared with Mn-adequate cerebellums (*P*adj < 0.05). Mn-deficient mice displayed downregulation of key pathways involved with “focal adhesion,” “neuroactive ligand-receptor interaction,” and “cytokine-cytokine receptor interaction” and upregulation of “herpes simplex virus 1 infection,” “spliceosome,” and “FoxO signaling pathway.” Reactome pathway analysis identified upregulation of the splicing-related pathways and transcription-related pathways, as well as downregulation of “metabolism of carbohydrate,” and “extracellular matrix organization,” and “fatty acid metabolism” reactomes. The recurrent identifications of splicing-related pathways suggest that Mn deficiency leads to upregulation of splicing machineries and downregulation of diverse biological pathways.

## Introduction

The micronutrient manganese (Mn) plays important roles in fundamental cell functions and various physiological processes, such as protein glycosylation, detoxification of superoxide, bone formation, immune responses, and carbohydrate metabolism (Horning et al., 2015). The critical roles of Mn in these processes are due to its participation as a cofactor for numerous enzymes, including arginase, xanthine oxidase, galactosyltransferase, pyruvate decarboxylase, glutamine synthetase, and Mn superoxide dismutase (Horning et al., 2015). The human body contains ∼10–20 mg Mn, with the highest concentrations found in bone, liver, pancreas, kidney, and brain tissues (Schroeder et al., 1966; Aschner and Aschner, 2005). Diet is a major source of Mn intake in humans, and ∼1–5% of the ingested Mn is absorbed (Davis et al., 1993). The primary source of dietary Mn is mostly plant-based foods, such as whole grains, legumes, rice, nuts, and vegetables, whereas this nutrient is relatively deficient in animal sources (Freeland-Graves et al., 2016).

Manganese is required for the functioning and development of the brain, one of the most metabolically active organs in the body. Mn levels in the brain increase after birth, and the incorporation of Mn into the brain is most remarkable in young rats (Markesbery et al., 1995), suggesting that this essential metal plays a pivotal role in brain development (Zoni and Lucchini, 2013). Mn deficiency is associated with epilepsy in humans and rats (Carl et al., 1993). Epidemiological studies have shown that low and high Mn levels are associated with impaired neurodevelopment (Claus Henn et al., 2010; Bhang et al., 2013; Haynes et al., 2015). Recent genetic studies have revealed that patients with congenital Mn deficiency display severe psychomotor disability, cerebral and cerebellar atrophy, seizures, and vision and hearing impairment (Boycott et al., 2015; Park et al., 2015; Riley et al., 2017). In addition to its developmental roles, Mn has been associated with motor function in adults. For example, exposure to high levels of Mn in occupational settings (e.g., welding, mining, dry battery manufacturing, etc.) can lead to Mn accumulation in the brain and a Parkinsonian-like disorder known as manganism (Olanow, 2004; Perl and Olanow, 2007). Overall, most studies have associated altered Mn levels, both excessive and insufficient, with altered brain function in humans and model organisms.

Despite the critical roles of Mn in the brain, the underlying mechanisms of Mn-dependent structural and functional changes in the central nervous system (CNS) remain incompletely characterized. Therefore, understanding the impact of Mn on CNS gene regulation is an essential step in elucidating the mechanisms underlying Mn-dependent brain dysfunction. Previous RNA-seq analysis in *Caenorhabditis elegans* showed that Mn exposure increases pathways related to endoplasmic reticulum and lipocalin (Rudgalvyte et al., 2016). Another transcriptomic analysis in human SH-SY5Y neuroblastoma cells has revealed distinct responses to physiologic and toxic Mn exposure (Fernandes et al., 2019). The impact of Mn on gene expression is beginning to be appreciated, but Mn-dependent gene expression remains poorly explored in vertebrate animals. Given that Mn is primarily acquired through diet, the goal of the present study was to define the impact of low levels of dietary Mn on brain metal levels and to probe the molecular dysfunction associated with low Mn levels in an unbiased manner using a mouse model.

## Materials and Methods

### Animals and Treatment Conditions

Four-week-old male wild-type (WT) C57BL/6 mice were purchased from Jackson Laboratory and maintained on a metal-basal diet containing 35 ppm Mn (TD120518, Harlan Teklad, Indianapolis, IN, United States; Supplementary Table 1), as previously described (Seo and Wessling-Resnick, 2015; Seo et al., 2016; Choi et al., 2020). The trace element levels in the diet were as recommended by the American Institute of Nutrition (Reeves et al., 1993). For dietary Mn alteration, the mice were fed either low-Mn or normal-Mn diets (< 0.01 or 35 ppm Mn, respectively; Harlan Teklad). The actual Mn concentrations of the diets were 0–0.5 ppm Mn (low-Mn) and 35–35.5 ppm Mn (normal-Mn), as determined by inductively coupled plasma mass spectrometry (ICP-MS; Choi et al., 2018, 2020). This study was performed in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health (Bethesda, MD, United States). The protocol (protocol number: PRO00008963) was approved by the University Committee on Use and Care of Animals (UCUCA) at the University of Michigan.

### RNA Isolation and Sequencing

Total RNA was isolated from one cerebellum per mouse using the RNeasy mini kit (Qiagen, Valencia, CA, United States). Three mice (*n* = 3 biological replicates) were used per experimental group (total *n* = 6). The sample size was determined based on previously described power calculations to optimize detection of differentially expressed genes (Ching et al., 2014). RNA concentrations were measured with an Epoch Microplate Spectrophotometer (BioTek, Winooski, VT, United States). RNA integrity was assessed with an Agilent Bioanalyzer 2100 using a Nano 6000 assay kit (Agilent Technologies, Santa Clara, CA, United States). An RNA integrity number (RIN) > 7.2 was considered the minimum requirement for library preparation. RNA was reverse transcribed into cDNA using oligo-dT, and cDNA libraries were generated with a NEBNext Ultra II RNA Library Prep Kit (NEB #E7775). An insert size of 250–300 bp was used for cDNA library preparation. Libraries were sequenced on the Illumina NovaSeq 6000 platform with a 150-bp paired-end mode. Reference genome and annotation files were downloaded from Ensembl, and RNA-seq data were aligned to the reference genome using the spliced transcripts alignment to a reference (STAR) software (Dobin et al., 2013). The DESeq2 package was used for differential expression analysis. The ClusterProfiler, ReactomePA, and KEGG databases were used for enrichment pathway analysis (Ogata et al., 1999).

### Quantitative PCR (qPCR)

Purified RNA (2 μg) was reverse-transcribed with SuperScript III First-Strand Synthesis System (Invitrogen; Thermo Fisher Scientific, Inc.). qPCR reactions were carried out using the Power SYBR Green PCR master mix containing 0.5 μM of forward and reverse primers and 2% of cDNA generated from 2 μg of RNA. The conditions were 95°C for 10 min, followed by 45 cycles of 95°C for 15 s and 60°C for 2 min. Specific primers were designed using Primer 3 software (Untergasser et al., 2012). The efficiency of the primers used for qPCR was validated by creating standard curves using a gradient of diluted samples with *r*^2^ values larger than 0.96. The specificity of the primers was verified by examining the melting curve. 36B4 was used for normalization of the mRNA because the 36B4 gene is highly conserved and encodes acidic ribosomal phosphoprotein P0 (RPLP0) that is a component of the 60S ribosomal subunit (Akamine et al., 2007). The relative gene transcription levels were calculated using the 2^–Δ^ ^Δ^ ^*Ct*^ method (Pfaffl, 2001). The primers used for qPCR are listed in Supplementary Table 2 and were all purchased from Integrated Genomics Technologies.

### Trace Element Analysis

Brain metal levels were measured by ICP-MS, as previously described (Seo and Wessling-Resnick, 2015; Seo et al., 2016; Choi et al., 2020). Briefly, brain samples taken from the mice were digested with 2 mL/g total wet weight nitric acid (BDH ARISTAR^®^ ULTRA) for 24 h and then digested with 1 mL/g total wet weight hydrogen peroxide (BDH^®^ Aristar ULTRA) for 24 h at room temperature. Specimens were preserved at 4°C until quantification of metals. Ultrapure water was used for final sample dilution.

### Statistical Analysis

Results are presented as means ± SEM. Statistical comparisons were determined with Student’s *t*-test using Prism 7 software (GraphPad Software). Values of *P* < 0.05 were considered statistically significant. Asterisks in graphs, wherever present, denote statistically significant differences.

## Results

### Dietary Mn Alters Brain Mn Concentrations in Mice

We determined the effect of low levels of dietary Mn on the brain metal levels by measuring the distribution of metals in various regions of the brain by ICP-MS. Mice were fed for 14 days with purified diets that contained either low or normal concentrations of Mn (< 0.01 or 35 ppm Mn, respectively; Figure 1A). The mice fed with a low-Mn diet showed significantly reduced Mn levels in different brain regions, including the cortex (∼13.1%; *P* < 0.01) and cerebellum (∼14.7%; *P* < 0.01), when compared to the mice fed a normal-Mn diet (Figure 1B). The same samples showed no alterations in the levels of other trace elements, including iron, zinc, and copper, in the brain regions (Figures 1C–E). No heavy metals, such as cadmium and lead, were detected in these samples. No differences were found in body weight changes (3.74 vs. 3.40 g; *P* = 0.4356) and food intake (2.39 vs. 2.47 g/mouse/day; *P* = 0.7399) during the experimental period. These findings demonstrate that 2 weeks of low level of Mn reduce the Mn levels in the cortex and cerebellum without affecting other trace element levels.

**FIGURE 1:**
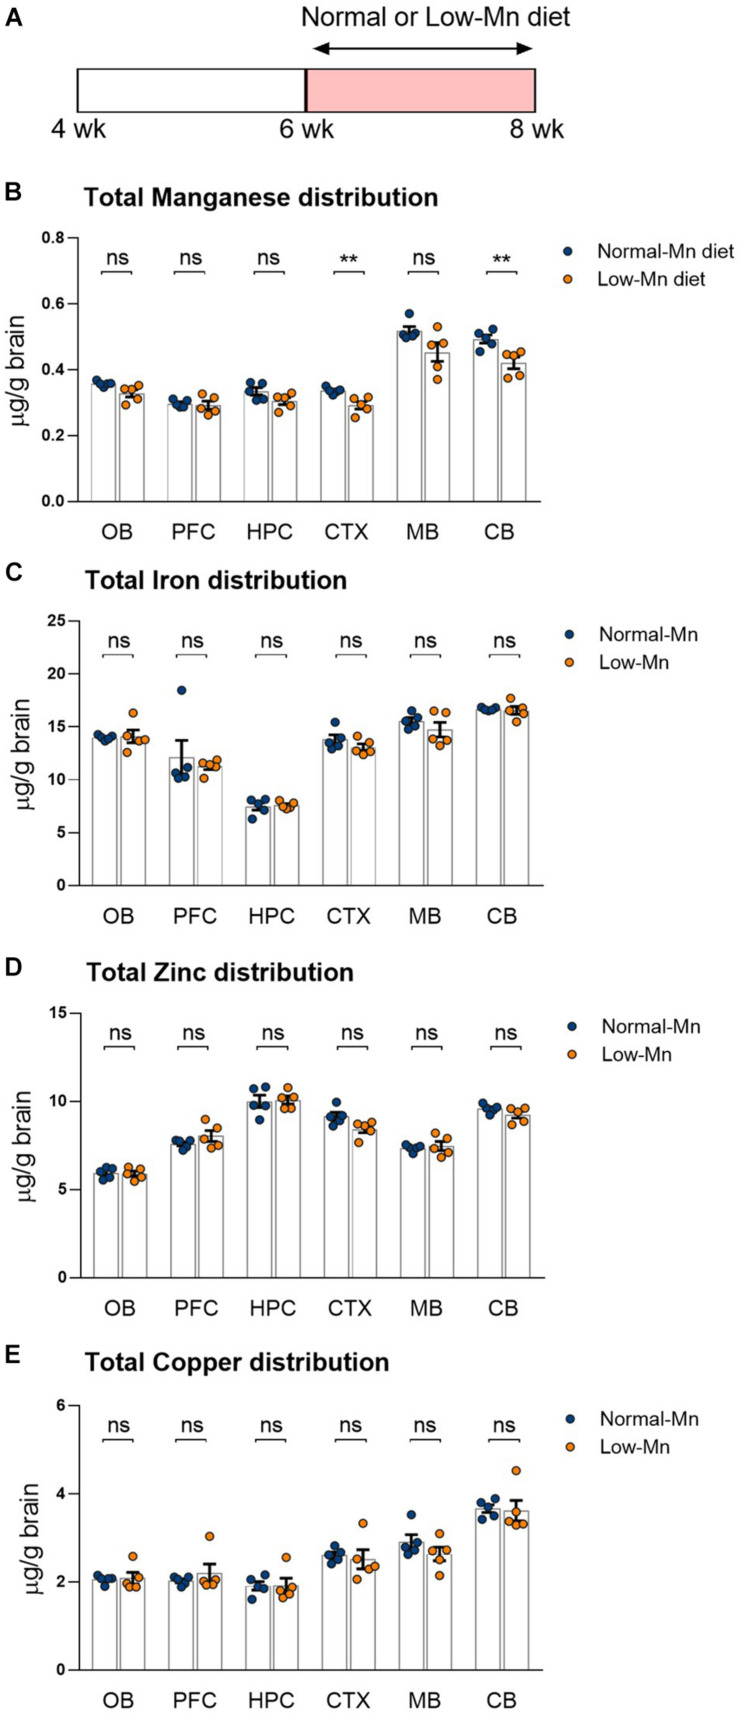
Dietary manganese (Mn) depletion reduces brain Mn levels. **(A)** Experimental scheme to analyze the transcriptome in low-Mn or normal-Mn diets fed mice. Mice were fed with either low-Mn or normal-Mn diets (0 and 35 mg/kg Mn, respectively). **(B–E)** Levels of the trace elements Mn, iron (Fe), zinc (Zn), and copper (Cu) were measured by inductively coupled plasma mass spectrometry (ICP-MS) in the brain regions of mice (*n* = 5 per group). Data represent means ± SEM. ** *P* < 0.01.

### Transcriptome Analysis of Cerebellum in Mice Fed Diets Containing Low or Normal Mn Levels

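Cerebellar RNA was sequenced from 3 male C57BL/6 mice fed the low-Mn diet and 3 fed the normal-Mn diet for 14 days, as libraries of polyadenylated RNA with 1 library per mouse. The methods give the low-Mn diet as below 0.01 ppm Mn, with 0 to 0.5 ppm measured, and the sample labels give it as 0 ppm. The normal-Mn diet held 35 ppm Mn, with 35 to 35.5 ppm measured. The mice were 4 weeks old at purchase, while the labels call them adult. The methods describe the 3 mice per group as biological replicates, and the legend of Figure 2A calls them technical triplicates. If the replicates were technical, p-values would measure only the spread between these libraries. The authors mapped the reads with STAR to the mouse genome (mm10), and the submitters' processing notes also name FastQC, RSEM and DESeq2, with versions not given in the sources used here. The deposited values are expected counts per gene, which RSEM estimates by sharing reads among the genes they fit. They cover 53807 entries, of which 53715 are mouse genes and 92 are spike-in sequences with 0 counts in every library. The expected counts summed to 17124327, 14548336 and 16319036 in low-Mn replicates 1 to 3 and to 21235216, 21277469 and 18446701 in normal-Mn replicates 1 to 3. The paper's minimum depth is for uniquely mapped reads, and the values here use counts assigned to genes, which stayed below it in 2 libraries. The table names the normal-Mn columns by dose and replicate but the low-Mn columns by a number alone. The FPKM values that Supplementary Data 1 lists for each library correlated best with the count column assigned to that library in 6 of 6 cases (r = 0.896 to 0.951 across genes, against at most 0.711 for any other column). For testing, the expected counts were rounded to whole numbers, scaled by TMM factors (0.989 to 1.01), and kept for 16123 genes with enough counts. The diets were compared with edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05. Levels are given as TMM-normalized CPM, and positions are those of GRCm38 with the GENCODE M21 annotation. The paper names the NEBNext Ultra II RNA kit and the labels its directional form, and the strand used in counting is not given in the sources used here. Reads of genes that overlap or share sequence can therefore have been exchanged. Examined genes that do so over at least 10% of their sequence or exons are uncertain. The 34 gene lists and the rule for the genes named were fixed before the data were examined, but after the paper's tables had been read.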

We interrogated gene expression changes in the Mn-deficient mouse brain at a genome-wide scale by RNA-seq analysis of the cerebellum from mice fed either low (0 ppm) or normal (35 ppm) Mn diets. The cerebellum was chosen over other brain regions for the following reasons. First, when compared with mice fed a normal Mn diet, mice fed a low-Mn diet showed the largest reduction in brain Mn levels in the cerebellum (Figure 1B). Second, human patients with congenital Mn deficiency display neurodevelopmental conditions associated with cerebellum atrophy (Boycott et al., 2015; Park et al., 2015; Riley et al., 2017). We harvested cerebellum tissues from three mice per group. We then prepared cDNA libraries of poly adenylated mRNAs and subjected them to high-throughput sequencing using the Illumina NovaSeq platform. 

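Between 21719 and 22581 of the mouse genes had at least 1 count in a library. Abundant cerebellar transcripts were measured closely: Gabra6, a GABA receptor subunit of granule neurons, had a CPM of 636 on the low-Mn diet and 637 on the normal-Mn diet, and Calb1, the calcium buffer of Purkinje neurons, 1232 and 1260. In counts simulated for low-Mn against normal-Mn mice from these libraries' means and totals, edgeR's quasi-likelihood test recovered 98.5% of genes changed 2-fold, 92.5% of those changed 1.5-fold and 56.7% of those given a smaller change, among 15910 genes tested. Of its 177 calls, 12 were false. Replicates of a diet differed by more than the sampling noise, with a chi-square per degree of freedom of 3.63 to 4.00 in the low-Mn pairs and 3.97 to 7.60 in the normal-Mn pairs. Within a diet, no library was thus the same library deposited again, but this does not tell separate mice from separate libraries of 1 RNA.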

At least 17 million uniquely mapped reads were obtained per sample. 

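The diets did not overlap along the first principal component of the 500 most variable genes, which took 26.5% of the variance of log2 CPM, while the second took 22.0%. Low-Mn replicates 1 to 3 lay at -7.22, -19.8 and 2.43 on it, and normal-Mn replicates 1 to 3 at 4.64, 11.4 and 8.61. The group means were 1.99 standard deviations apart (exact two-sided permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). Without normal-Mn replicate 2 the separation was 0.962 and the diets overlapped, and it was 1.32 without normal-Mn replicate 3, 3.33 without low-Mn replicate 3, 3.55 without low-Mn replicate 2 and 3.56 without normal-Mn replicate 1. With a variance stabilizing transformation the first component took 35.7% and the separation was 6.28, with the low-Mn mice at -1.84, -2.15 and -1.08 and the normal-Mn mice at 1.47, 2.30 and 1.31.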

Principal component analysis (PCA) showed that the three replicates clearly cluster together and segregated into the two Mn treatment groups, indicating that Mn deficiency triggered transcriptomic alterations (Figure 2A).

**FIGURE 2:**
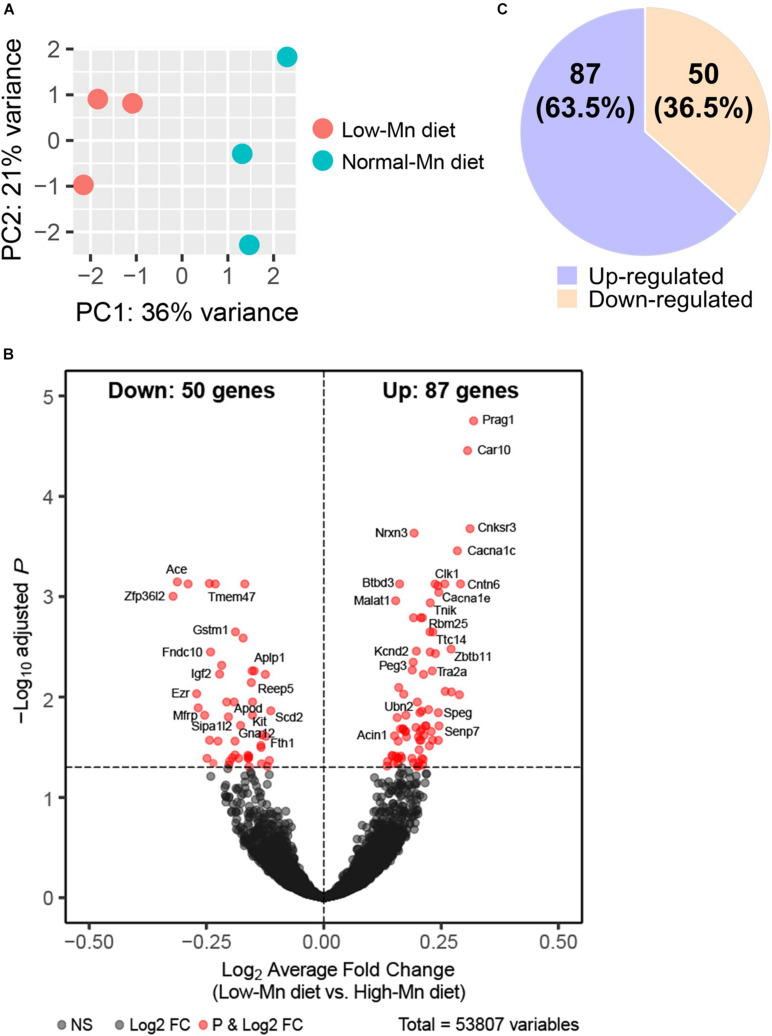
RNA-Seq analysis of manganese (Mn)-deficient cerebellum in mice. **(A)** Principal component analysis (PCA) plot showing the clustering of each of the samples with technical triplicates along two principle components (PC1 – 36% variance; PC2 – 21% variance). Each technical triplicate clusters with the other. **(B)** DESeq reveals 137 altered genes (significantly altered genes defined as a *P*adj-value < 0.05). Volcano plot profiles –log10 *P*adj-value and log2-fold change of gene expression between Mn-deficient vs. normal cerebellum samples. **(C)** 50 genes (36.5%) are downregulated and 87 genes (63.5%) are upregulated.

We next sought to identify altered genes in the cerebellum of mice fed low or normal Mn diets. Differentially expressed (DE) genes were determined by DESeq2 (Love et al., 2014) for mice fed low or normal Mn diets. 

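On the low-Mn diet, 96 of 16123 tested genes passed edgeR's quasi-likelihood test, of which 82 code for protein. Among the strongest were Ddit4, a stress-induced inhibitor of mTOR, and Per1, a repressor of the circadian clock. Ddit4 (ENSMUSG00000020108, chromosome 10, 59949669 to 59951834) had a CPM of 76.4 ± 8.19 on the low-Mn diet and 52.1 ± 1.89 on the normal-Mn diet (SD, n = 3 mice each), a log2 fold change of 0.55 (standard error 0.0687, adjusted p = 5.5e-04 from edgeR). Per1 (ENSMUSG00000020893, chromosome 11, 69095217 to 69109960) had 106 ± 5.41 and 78.7 ± 2.38, a log2 fold change of 0.42 (standard error 0.0532, adjusted p = 5.5e-04 from edgeR). The transcript Gm38020 next to Ftx on the X chromosome (103576426 to 103581101), of no known function, rose by 0.90 (standard error 0.104, adjusted p = 3.0e-04 from edgeR), although 13.6% of its sequence is shared with Ftx. In 93 of the 96 genes every low-Mn mouse lay on one side of every normal-Mn mouse. This held for 17.1% of all tested genes, where chance gives 10%. The count was 47 without low-Mn replicate 1, 37 without low-Mn replicate 2 and 45 without normal-Mn replicate 2. It was 424 with no filter on low counts, 167 with a gene length and GC trend removed, and 63 with limma-voom.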

We found 137 genes (0.25% of 53807 total annotated genes) that were differentially regulated with an adjusted *p*-value (*P*adj) < 0.05 in the cerebellum of mice fed a low Mn diet (Supplementary Data 1). Of these, 87 genes were upregulated (63.5%), whereas 50 genes were downregulated (36.5%; Figures 2B,C). 

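Of the 96 genes, 67 (69.8%) were higher and 29 (30.2%) lower on the low-Mn diet, and with upper quartile scaling 53 (58.9%) were higher and 37 lower. With no filter on low counts the balance was 218 (51.4%) higher and 206 lower. All 137 genes of Supplementary Data 1 had the direction that the paper reports, and 62 of them passed edgeR's test, 45 higher and 17 lower. These include Prag1, a pseudokinase that takes part in neurite outgrowth, at a log2 fold change of 0.39 (adjusted p = 0.00183 from edgeR). A further 34 genes outside that table passed, 22 higher and 12 lower. Kcnb2, a delayed rectifier potassium channel (ENSMUSG00000092083, chromosome 1, 15287254 to 15723750), rose from a CPM of 6.05 ± 0.344 to 11.5 ± 0.516 (SD, n = 3 mice each; adjusted p = 0.00183 from edgeR). Spry4, an inhibitor of receptor tyrosine kinase signaling, rose from 9.67 ± 1.32 to 17.6 ± 2.95 (SD, n = 3 each; adjusted p = 0.00376 from edgeR). Of the genes of Supplementary Data 1, 23 passed without low-Mn replicate 1, 21 without low-Mn replicate 2, 38 without low-Mn replicate 3 and 22 without normal-Mn replicate 2. DESeq2 with default settings called 110 of them, and edgeR without a filter on low counts 128.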

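Most changes were small: 62 of the 96 genes changed by less than 0.5 on the log2 scale, with a median size of 0.37, and 12 by more than 1. Among protein-coding genes whose diets did not overlap, the potassium channel gene Kcnb2, at 0.93, and Spry4, at 0.86, rose the most. The largest falls of such genes were those of Gm49333, at -4.17, and 1700028P14Rik, at -1.90, with a mean CPM of 0.103 and 0.378 on the low-Mn diet. Gm49333 shares 97.3% of its sequence with other genes and lost its call without low-Mn replicates 1 or 2 or normal-Mn replicate 2 (adjusted p up to 0.196 from edgeR), and 1700028P14Rik without any 1 of the 6 libraries (up to 0.208). The call for 1700028P14Rik also ended with the replicate number as a block, with or without the gene length and GC trend removed. Next came Ildr2 and Fars2. Ildr2, an immunoglobulin-like membrane protein gene, fell by 0.58 (adjusted p = 0.0410 from edgeR) and Fars2, which encodes a mitochondrial phenylalanyl-tRNA synthetase, fell by 0.55 (adjusted p = 0.0389 from edgeR). Both overlap genes on the opposite strand, over 11.0% and 10.7% of their exons, and are uncertain. The call for Ildr2 ended without low-Mn replicates 2 or 3 or normal-Mn replicates 1 or 2 (adjusted p up to 0.172 from edgeR), that for Fars2 without any library but normal-Mn replicate 1 (up to 0.138), and those for all 4 genes with limma-voom and with DESeq2 without independent filtering. The widest fitted values, -4.49 for the antisense transcript Gm20463 and 4.44 for the short transcript Gm19918, belong to genes with a mean CPM of 0.0617 and 0.0476 in the lower group. Such values depend on the prior count and set no bound on the fold. Their exons lie wholly within Rnf5 and Fam20b, respectively, on the opposite strand, so that their counts are uncertain. Among the 11685 genes with at least 100 counts on average per library, those that passed ranged from -1.27 to 1.66. The first of these is Gm11175, which shares 94.7% of its sequence with Jund on the opposite strand. The last is A330023F24Rik, which none of 3 DESeq2 fits called. It is uncertain as well, because 16.1% of its exons overlap genes on the opposite strand.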

The magnitude of the changes was relatively moderate, as log_2_fold changes ranged from −0.40 to 0.43. The genes with the 20 largest log_2_fold changes (downregulated and upregulated) are presented in Tables 1, 2. 

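Of the 20 genes of Table 1, 13 were lower on the low-Mn diet and 7 did not pass edgeR's test over all genes, and of the 20 genes of Table 2, 18 were higher and 2 did not pass. All 40 had the direction of the tables, which were made from these libraries and so are not independent evidence of it. Zfp36l2, which promotes the decay of mRNAs with AU-rich elements (ENSMUSG00000045817, chromosome 17, 84183931 to 84187947), fell from a CPM of 33.5 ± 1.11 to 24.4 ± 0.993 (SD, n = 3 mice each), a log2 fold change of -0.46 (standard error 0.0759, adjusted p = 0.00571 from edgeR). Slc38a2, a sodium-coupled transporter of neutral amino acids (ENSMUSG00000022462, chromosome 15, 96687392 to 96699730), rose from 217 ± 1.56 to 262 ± 10.4 (SD, n = 3 each), a log2 fold change of 0.27 (standard error 0.0440, adjusted p = 0.00562 from edgeR). Cnksr3, a scaffold of sodium transport, rose by 0.39 (adjusted p = 0.00442 from edgeR). Of the 7 genes of Table 1 that did not pass, the bicarbonate transporter Slc4a4 came closest (log2 fold change -0.18, adjusted p = 0.0589 from edgeR), followed by Apod, Zbtb18, Reep5, Trf, Aplp1 and Eef1a1 (adjusted p = 0.0647 to 0.176 from edgeR). Trf and Eef1a1 share 59.4% and 40.4% of their sequence with other annotated genes. The 2 of Table 2 were Btbd3, which orients dendrites (log2 fold change 0.17, adjusted p = 0.0618 from edgeR), and the nuclear long noncoding RNA Malat1 (0.16, adjusted p = 0.0932).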

Transcripts that decreased in the Mn-deficient cerebellum included genes related to anti-aging, CNS myelination, genome integrity, cell adhesion and migration processes, fatty acid metabolism, and postsynaptic function. 

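Genes of myelin, of the choroid plexus and of the meninges were lower together on the low-Mn diet. Of 40 oligodendrocyte and myelin markers, 2 fell, among them the gap junction gene Gjc3, none rose and 23 were lower when adjusted over the list alone, with a median log2 fold change of -0.13 (camera adjusted p = 5.7e-20, and adjusted p = 0.138 with an estimated correlation). Of 32 choroid plexus and ependyma markers, 4 fell (Kl, Ace, Mfrp and Sostdc1) and 21 were lower when adjusted over the list alone, with a median of -0.27 (camera adjusted p = 1.8e-18, and adjusted p = 0.166 with an estimated correlation). Of 31 meninges and fibroblast markers, 2 fell (Fn1 and Igf2) and 9 were lower when adjusted over the list alone, with a median of -0.20 (camera adjusted p = 3.8e-10, and adjusted p = 0.242 with an estimated correlation). Supplementary Data 1 prompted these 3 lists in part, so they are not independent evidence of the direction.
Of 36 astrocyte and Bergmann glia markers, none passed over all genes and 4 were lower when adjusted over the list alone (median -0.07, camera adjusted p = 2.5e-07, and adjusted p = 0.166 with an estimated correlation). By preranked enrichment these markers did not pass (adjusted p = 0.162 from fgsea). None of 30 Purkinje neuron markers passed (camera adjusted p = 0.974), 1 of 30 granule neuron markers rose, Kcnd2, with 3 higher when adjusted over the list alone (0.273, and 0.00534 without normal-Mn replicate 1), and none of 24 interneuron markers passed, with 1 higher and 3 lower when adjusted over the list alone (0.355). None of 32 endothelial and mural cell markers passed, with 1 higher and 1 lower when adjusted over the list alone (camera adjusted p = 0.469). H3f3b, which encodes the replacement histone H3.3, fell by 0.24 on the log2 scale (adjusted p = 0.0142 from edgeR). Aplp1, a relative of the amyloid precursor protein, had -0.16 (adjusted p = 0.107 from edgeR). The call for H3f3b ended without low-Mn replicate 2 (adjusted p = 0.101 from edgeR). Mfrp lost its call without low-Mn replicates 2 or 3 or normal-Mn replicates 2 or 3 (adjusted p up to 0.129 from edgeR), Gjc3, Igf2 and Sostdc1 without any library but normal-Mn replicate 3 (up to 0.167, 0.1998 and 0.147) and with limma-voom, Sostdc1 also with DESeq2 without independent filtering, and Kcnd2 without any but normal-Mn replicate 1 (up to 0.185) and with upper quartile scaling. Mfrp and Igf2 share 33.5% and 62.1% of their sequence with other genes.

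**Figure D1:**
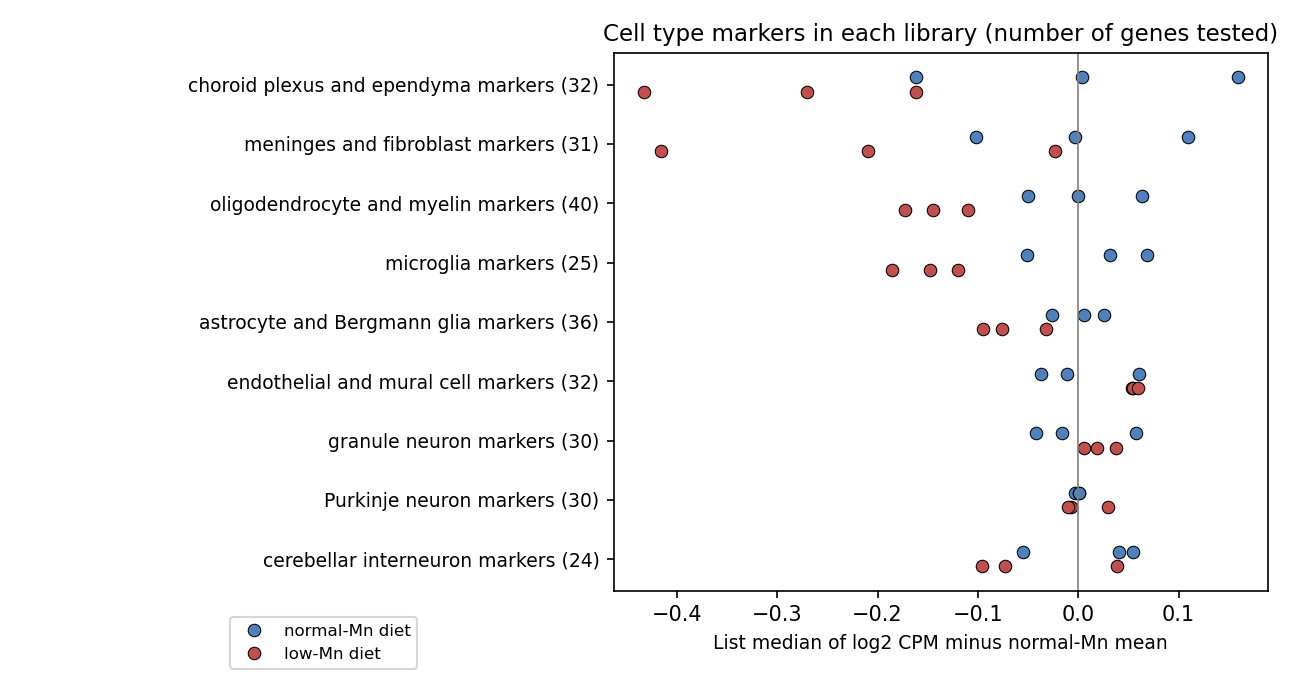
Cell type markers in each library. Each point is the median over a list's genes of log2 CPM minus the normal-Mn mean, for 1 low-Mn (red) or normal-Mn (blue) library, with the number of genes tested in parentheses. The 3 low-Mn libraries lay below the 3 normal-Mn libraries for the oligodendrocyte, microglia and astrocyte lists, while the diets overlapped for the choroid plexus and meninges lists, with low-Mn medians from -0.43 to -0.16 and normal-Mn medians from -0.16 to 0.16 in the first of these.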

The results also showed a number of genes that increased in the Mn-deficient cerebellum; these included genes involved in apoptosis suppression, circadian rhythms, regulation of neurite growth, and neurodevelopment. 

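Car10, a carbonic anhydrase relative that binds neurexins (ENSMUSG00000056158, chromosome 11, 93098028 to 93601749), rose from a CPM of 108 ± 10.4 to 139 ± 6.66 (SD, n = 3 mice each), a log2 fold change of 0.37 (standard error 0.0603, adjusted p = 0.00571 from edgeR). Cntn6, a cell adhesion molecule of the developing CNS (chromosome 6, 104492790 to 104863406), also rose by 0.37 (standard error 0.0621, adjusted p = 0.00670 from edgeR), and Cacna1c, the pore subunit of an L-type calcium channel, by 0.34 (standard error 0.0572, adjusted p = 0.00607 from edgeR). Nrxn3, a presynaptic adhesion receptor, rose by 0.21 (adjusted p = 0.0280 from edgeR), but its call ended without any 1 of the 6 libraries (adjusted p up to 0.112 from edgeR). Of 25 circadian clock genes, Per1 was the only one that rose, none fell, and 4 were higher and 1 lower when adjusted over the list alone (median 0.0038, camera adjusted p = 0.327). The clock genes Per2, Dbp, Nr1d1 and Arntl had log2 fold changes of 0.33, -0.10, -0.11 and 0.09, and none of them passed (edgeR adjusted p = 0.197 to 0.736). Of 29 imprinted genes, Meg3 rose and Igf2 fell, and 2 were higher and 1 lower when adjusted over the list alone (camera adjusted p = 0.974). Both lists were prompted by Supplementary Data 1 and are not independent evidence.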

Taken together, these results indicate that Mn deficiency leads to misregulation of specific genes in the cerebellum.

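Of 61 genes named by the rule that passed the test, 20 passed again without any 1 of the 6 libraries. Protein-coding genes among them are the transcription repressor Bcl6, the anti-proliferative Tob2, the stress-responsive genes Ddit4 and Sgk1, the clock gene Per1, the amino acid transporter Slc38a2, the calcium channel gene Cacna1c, the potassium channel gene Kcnb2, and Car10, Cntn6, Cnksr3, Prag1 and Spry4, all higher, and Kl and Zfp36l2, both lower. The genes that passed make up 0.595% of those tested. The paper reads the genes that DESeq2 called, and the processes it relates them to, as pointing to Mn deficiency misregulating specific cerebellar genes.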

**TABLE 1:** The 20 most downregulated genes in the manganese (Mn)-deficient mouse cerebellum.

Gene symbol	Gene description	log2 fold- change	*P*adj	Known function
**Down-regulated**				
Kl	Klotho	–0.40	5.36E-07	Anti-aging (Kim et al., 2015)
Plp1	Proteolipid protein 1	–0.22	3.38E-06	CNS myelination (Garbern et al., 2002)
H3f3b	H3.3 Histone B	–0.22	6.62E-06	Genome integrity (Jang et al., 2015)
Fn1	Fibronectin 1	–0.31	7.13E-04	Cell adhesion and migration processes
Vat1l	Vesicle amine transport 1 like	–0.24	7.39E-04	Unknown function
Ace	Angiotensin I converting enzyme	–0.29	7.47E-04	Converts angiotensin I to angiotensin II
Tmem47	Transmembrane protein 47	–0.23	7.47E-04	Localized in ER and plasma membrane; unknown function
Slc4a4	Sodium bicarbonate co-transporter	–0.17	7.47E-04	bicarbonate secretion and absorption (Burnham et al., 1997)
Zfp36l2	ZFP36 ring finger protein like 2	–0.32	9.93E-04	mRNA decay activator protein (Stumpo et al., 2009)
Gstm1	Glutathione S-transferase Mu 1	–0.19	2.25E-03	Detoxification of electrophilic compounds
Zbtb18	Zinc finger and BTB domain containing 18	–0.17	2.58E-03	Transcriptional repressor in myogenesis and brain development (Aoki et al., 1998)
Fndc10	Fibronectin type III domain containing 10	–0.24	3.56E-03	Unknown function
Hsd17b12	Hydroxysteroid 17-beta dehydrogenase 12	–0.22	4.83E-03	Fatty acid elongation (Moon and Horton, 2003)
Aplp1	Amyloid beta precursor like protein 1	–0.15	5.50E-03	AD-associated gene; postsynaptic function
Trf	Transferrin	–0.15	5.50E-03	Iron storage protein
Igf2	Insulin like growth factor 2	–0.22	5.91E-03	Major fetal growth hormone in mammals (Livingstone and Borai, 2014)
Eef1a1	Eukaryotic translation elongation factor 1 alpha 1	–0.12	5.95E-03	Recruitment of aminoacyl-tRNA to ribosome during protein synthesis (Maruyama et al., 2007)
Reep5	Receptor accessory protein 5	–0.15	7.18E-03	Signaling by GPCR and olfactory transduction
Ezr	Ezrin (villin 2)	–0.27	9.27E-03	Connections of cytoskeletal structures to the plasma membrane (D’Angelo et al., 2007)
Apod	Apolipoprotein D	–0.19	1.12E-02	A component of high-density lipoprotein; mainly produced in the brain and testes (Muffat and Walker, 2010)

**TABLE 2:** The 20 most upregulated genes in the manganese (Mn)-deficient mouse cerebellum.

Gene symbol	Gene description	log2 fold-change	*P*adj	Known function
**Up-regulated**				
Meg3	Maternally expressed 3	0.34	5.60E-27	long non-coding RNAs; apoptosis suppression (Chen et al., 2011)
Ddit4	DNA-damage-inducible transcript 4	0.42	5.78E-08	Negative regulator of mTOR (Sofer et al., 2005)
Per1	Period circadian regulator 1	0.36	5.78E-08	Maintenance of circadian rhythms in cells (Angelousi et al., 2018)
Tob2	Transducer of ERBB2, 2	0.39	3.79E-07	Anti-proliferative protein
Bcl6	B-cell lymphoma 6 protein	0.43	5.36E-07	Transcription repressor (Basso et al., 2010)
Slc38a2	Sodium-coupled neutral amino acid transporter 2	0.25	1.19E-06	Functions as a sodium-dependent amino acid transporter (Hatanaka et al., 2000)
Sgk1	Serum/glucocorticoid regulated kinase 1	0.39	1.50E-06	Cellular stress response (Lang and Shumilina, 2013)
Prag1	PEAK1 related, kinase-activating pseudokinase 1	0.32	1.77E-05	Regulation of neurite outgrowth (Tanaka et al., 2006)
Car10	Carbonic anhydrase 10	0.31	3.51E-05	Brain development (Sterky et al., 2017)
Cnksr3	Connector enhancer of kinase suppressor of Ras 3	0.31	2.10E-04	Involved in transepithelial sodium transport (Soundararajan et al., 2012)
Nrxn3	Neurexin-3-alpha	0.19	2.33E-04	CNS receptors and cell adhesion molecules (Muskiewicz et al., 2018)
Cacna1c	Calcium voltage-gated channel subunit alpha1 C	0.28	3.50E-04	Influx of Ca2 + into the cell upon membrane polarization (Shaw and Colecraft, 2013)
Clk1	CDC like kinase 1; dual specificity protein kinase	0.24	7.47E-04	Phosphorylation of serine- and arginine-rich proteins of the spliceosomal complex (Moeslein et al., 1999)
Zgpat	Zinc finger CCCH-type and G-patch domain containing	0.26	7.47E-04	Transcription repressor
Cntn6	Contactin 6	0.29	7.47E-04	Cell surface interactions during CNS development (Zuko et al., 2016)
Btbd3	BTB domain containing 3	0.16	7.47E-04	A key regulator of dendritic field orientation during development of sensory cortex (Matsui et al., 2013)
Rbm33	RNA binding motif protein 33	0.24	7.78E-04	unknown function
Cacna1e	Calcium voltage-gated channel subunit alpha1 S	0.24	9.05E-04	Entry of calcium ions into excitable cells (Helbig et al., 2019)
Malat1	Metastasis associated lung adenocarcinoma transcript 1	0.15	1.10E-03	A large, infrequently spliced non-coding RNA (Amodio et al., 2018)
Tnik	TRAF2 And NCK interacting kinase	0.23	1.15E-03	Activator of the Wnt signaling pathway (Mahmoudi et al., 2009)

### RNA-Seq Pathway Analysis in the Mn-Deficient Cerebellum

To obtain insights into the biological processes in the brain that are influenced by the relatively moderate changes in a number of genes, we applied gene set enrichment analysis (GSEA; Subramanian et al., 2005) to our RNA-Seq data. With the GSEA algorithm, we tested the enrichment of biological pathways annotated by the Kyoto Encyclopedia of Genes and Genomes (KEGG), a database resource integrating genomic, chemical, and systemic functional information (Kanehisa and Goto, 2000). We identified three downregulated and three upregulated pathways in the Mn-deficient cerebellum (*P*adj < 0.05; Figure 3). The downregulated pathways are “focal adhesion,” “neuroactive ligand-receptor interaction,” and “cytokine-cytokine receptor interaction,” while upregulated pathways include “herpes simplex virus 1 infection,” “spliceosome,” and ‘FoxO signaling pathway.” 

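Lists written for 5 of these pathways passed camera in the direction the paper gives. Receptors of the neuroactive ligand list, such as the GABA receptor subunit gene Gabra2 (log2 fold change -0.37, adjusted p = 0.0432 from edgeR), shifted furthest. Of its 116 genes, 83 lay below 0, 1 fell, none rose, and 4 were lower and 1 higher when adjusted over the list alone (median -0.09, camera adjusted p = 1.5e-04, and adjusted p = 0.166 with an estimated correlation). Of 92 cytokines and cytokine receptors, none passed over all genes or when adjusted over the list alone (median -0.05, camera adjusted p = 0.0349, and adjusted p = 0.138 with an estimated correlation), among them Acvr1b, at 0.18, and the microglial receptor Csf1r, at -0.21, which is uncertain because 15.1% of its exons overlap a gene on the opposite strand. Of 102 focal adhesion genes, Fn1 fell, alone also when adjusted over the list alone (median -0.03, camera adjusted p = 0.0349, and adjusted p = 0.138 with an estimated correlation). Of 115 spliceosome genes, 2 rose, none fell and 4 were higher when adjusted over the list alone (median 0.01, camera adjusted p = 0.00948, and adjusted p = 0.190 with an estimated correlation), and 63 lay above 0. Of 108 FoxO signaling genes, 3 rose, none fell and 3 were higher when adjusted over the list alone (median 0.03, camera adjusted p = 0.0159, and adjusted p = 0.138 with an estimated correlation). The herpes simplex virus 1 pathway, most of whose members are zinc finger genes, was represented by 337 zinc finger genes with numbered symbols. Of these Zfp423 fell (log2 fold change -0.34, adjusted p = 0.0432 from edgeR), none passed when adjusted over the list alone, and the list did not pass (median 0.04, camera adjusted p = 0.0937).
The pathways were chosen from these libraries, so the lists are not independent evidence, and the KEGG and Reactome gene sets were not used here. By preranked enrichment the spliceosome, FoxO and focal adhesion lists did not pass (adjusted p = 0.404, 0.582 and 0.190 from fgsea). The focal adhesion list lost its call without low-Mn replicate 2, normal-Mn replicate 1 or normal-Mn replicate 2 (adjusted p up to 0.151), the spliceosome list without low-Mn replicate 1 (0.0845) and the cytokine list without normal-Mn replicate 3 (0.0517), while the zinc finger list passed without low-Mn replicate 2 (0.0319). Gabra2 lost its edgeR call without any library but low-Mn replicate 3 (adjusted p up to 0.186), Zfp423 without any but normal-Mn replicate 3 (up to 0.205), and both with limma-voom and with DESeq2 without independent filtering.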

In Table 3, we list the top-ranked genes from the GSEA analysis that are also significantly altered in the DEseq2 analysis. Notably, upregulation of the spliceosome pathway is represented by the following six top-ranked, significantly altered genes: *Rbm25, Ddx5, Srsf5, Acin1, Tra2a*, and *Snrnp70*. 

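Of these 6 genes, Rbm25 and Tra2a rose on the low-Mn diet and the other 4 did not pass the test, though all 6 were higher in every low-Mn mouse than in every normal-Mn mouse. Rbm25, which encodes a splicing regulator bound to U1 snRNP components (ENSMUSG00000010608, chromosome 12, 83631236 to 83683123), rose from a CPM of 166 ± 7.19 to 195 ± 8.87 (SD, n = 3 mice each), a log2 fold change of 0.24 (standard error 0.0486, adjusted p = 0.0303 from edgeR). Tra2a, a splicing activator (ENSMUSG00000029817, chromosome 6, 49243924 to 49264033), rose from 78.6 ± 5.38 to 95.1 ± 2.04 (SD, n = 3 each), a log2 fold change of 0.28 (standard error 0.0561, adjusted p = 0.0283 from edgeR). Acin1, a component of the splicing-linked exon junction machinery (chromosome 14, 54642161 to 54686931), had a log2 fold change of 0.19 (standard error 0.0473, adjusted p = 0.0756 from edgeR). Srsf5, an SR splicing factor (chromosome 12, 80945504 to 80950507), had 0.16 (standard error 0.0482, adjusted p = 0.139 from edgeR), and Snrnp70, a protein of the U1 snRNP (chromosome 7, 45376453 to 45395742), had 0.18 (standard error 0.0526, adjusted p = 0.142 from edgeR). Ddx5, an RNA helicase (chromosome 11, 106780355 to 106789185), went from a CPM of 1248 ± 75.4 to 1398 ± 74.0 (SD, n = 3 each), a log2 fold change of 0.16 (standard error 0.0492, adjusted p = 0.150 from edgeR), with 14.6% of its sequence shared with other genes, and 10.1% for Srsf5. The call for Rbm25 ended without low-Mn replicate 1, low-Mn replicate 3, normal-Mn replicate 1 or normal-Mn replicate 2 (adjusted p up to 0.152 from edgeR), and that for Tra2a without low-Mn replicate 1, low-Mn replicate 2 or normal-Mn replicate 2 (up to 0.121).

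**Figure D2:**
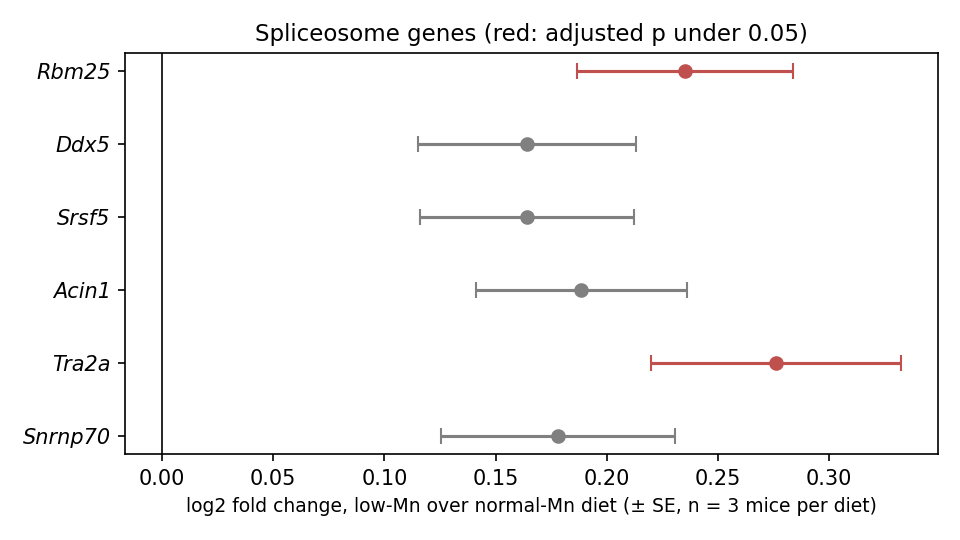
Log2 fold change of the 6 spliceosome genes, low-Mn over normal-Mn diet, with its standard error (n = 3 mice per diet). Red points passed edgeR's test at an adjusted p under 0.05 (Rbm25 and Tra2a), and gray points did not. All 6 lie above 0, from 0.16 to 0.28.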

Other KEGG pathways contain fewer highly altered genes, notably *Srsf5* for Herpes simplex virus 1 infection; *Sgk1, Bcl6*, and *Ccng2* for FoxO signaling; and *Fn1* and *Actg1* for the focal adhesion pathway (Table 3).

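Sgk1, a kinase induced by serum and glucocorticoids (ENSMUSG00000019970, chromosome 10, 21882184 to 21999903), rose on the low-Mn diet from a CPM of 71.1 ± 9.99 to 102 ± 7.22 (SD, n = 3 mice each), a log2 fold change of 0.52 (standard error 0.0765, adjusted p = 0.00183 from edgeR). Ccng2, an atypical cyclin that FoxO factors induce (ENSMUSG00000029385, chromosome 5, 93267257 to 93276231), rose from 61.9 ± 7.64 to 80.6 ± 9.82 (SD, n = 3 each), a log2 fold change of 0.38 (standard error 0.0833, adjusted p = 0.0432 from edgeR), although the diets overlapped. In the FoxO list, Sgk1, Bcl6 and Ccng2 were the only genes that passed over all genes. Actg1, cytoplasmic gamma actin (ENSMUSG00000062825, chromosome 11, 120345690 to 120348542), had a log2 fold change of -0.14 (standard error 0.0432, adjusted p = 0.163 from edgeR), and 37.4% of its sequence is shared with other genes. Cdkn1a, a cell cycle inhibitor and FoxO target, had a log2 fold change of 0.32 (adjusted p = 0.117 from edgeR), and the collagen gene Col1a2, of the focal adhesion list, had -0.25 (adjusted p = 0.123 from edgeR). The call for Ccng2 ended without low-Mn replicate 1, low-Mn replicate 2, normal-Mn replicate 2 or normal-Mn replicate 3 (adjusted p up to 0.182 from edgeR), and with limma-voom.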

**FIGURE 3:**
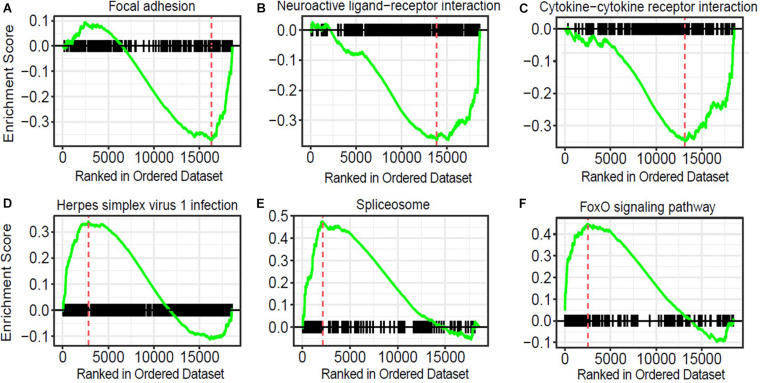
Pathway analysis of genes correlated with manganese (Mn)-deficient cerebellum. Gene sets and their associated enrichment plots generated by gene set enrichment analysis (GSEA) of pre-ranked gene expression data (*P*adj < 0.05). Enrichment plot with enrichment scores (ES) and differentially expressed genes are shown for **(A)** focal adhesion, **(B)** neuroactive ligand-receptor interaction, and **(C)** cytokine–cytokine receptor interaction, **(D)** herpes simplex virus 1 infection, **(E)** spliceosome, and **(F)** FoxO signaling pathway. The *X*-axis denotes the position of the pathway genes in all analyzed genes, which are ranked in an order based on fold changes (high to low) by Mn deficiency. The enrichment score is shown as a curve, and the vertical red bars in the plot indicate the position of the “leading edge” of the enrichment. For downregulated pathways **(A–C)**, the genes with higher rank orders than the red line, on the right side of the red line, contributed to the downregulation of the three pathways. Conversely, for the upregulated pathways **(D–F)**, the genes with lower rank orders, on the **left** side of the red line, contributed to their upregulations.

**TABLE 3:** Pathway analysis of genes correlated with the manganese (Mn)-deficient mouse cerebellum.

KEGG pathway (ID)	Gene symbol	Gene description	log2 fold-change	*P*adj	Known function
Spliceosome (mmu03040)	Rbm25	RNA binding motif protein 25	2.10E-01	1.62E-03	Alternative pre-mRNA splicing regulator; apoptosis (Fortes et al., 2007)
	Ddx5	DEAD-box helicase 5, p68	1.51E-01	2.43E-02	RNA helicase; interactions with other factors (Fuller-Pace and Ali, 2008)
	Srsf5	Serine and arginine rich splicing factor 5	1.49E-01	4.59E-02	Splicing regulator; an insulin-induced gene (Diamond et al., 1993)
	Acin1	Apoptotic chromatin condensation inducer 1	1.69E-01	2.08E-02	Apoptotic chromatin condensation after activation by caspase-3, without inducing DNA fragmentation (Sahara et al., 1999)
	Tra2a	Transformer 2 alpha homolog	2.31E-01	5.50E-03	Pre-mRNA splicing; Invasion and epithelial mesenchymal transition of glioma cells (Tan et al., 2018)
	Snrnp70	Small nuclear ribonucleoprotein U1 subunit 70	1.59E-01	4.02E-02	Mixed connective tissue disease and systemic scleroderma; Alzheimer’s disease brains-associated gene (Hales et al., 2014)
Herpes simplex virus 1 infection (mmu05168)	Srsf5	Serine and arginine rich splicing factor 5	1.49E-01	4.59E-02	A major regulator of human immunodeficiency virus type 1 mRNA splicing (Hallay et al., 2006)
FoxO signaling pathway (mmu04068)	Sgk1	Serum/glucocorticoid regulated kinase 1	3.94E-01	1.50E-06	Cellular stress response and neuronal function (Lang et al., 2010)
	Bcl6	BCL6 transcription repressor	4.30E-01	5.36E-07	Neuronal function; schizophrenia, depression, and Parkinson’s, and Alzheimer’s disease-associated gene (Basso et al., 2010)
	Ccng2	Cyclin G2	2.72E-01	8.90E-03	Eukaryotic cell cycle; cell proliferation as a tumor suppressor gene (Zhang et al., 2018)
Focal adhesion (mmu04510)	Fn1	Fibronectin 1	−3.12E-01	7.13E-04	Cell adhesion and migration processes including embryogenesis, wound healing, blood coagulation, host defense, and metastasis (Liao et al., 2018)
	Actg1	Actin gamma 1	−1.32E-01	2.39E-02	Cell motility and maintenance of the cytoskeleton; Gene mutations associated with sensorineural progressive hearing loss and with Baraitser-Winter syndrome (Verloes et al., 2015)

### Reactome Alterations in the Mn-Deficient Cerebellum

We also applied GSEA analysis to test the enrichment of the reactome, which encompasses physical protein-protein interactions that may not be covered in KEGG (Yu and He, 2016). In this analysis, we identified 62 reactomes that are either upregulated or downregulated in the Mn-deficient cerebellum (Padj < 0.05). Again, we identified the upregulation of spliceosome-related reactomes, including “metabolism of RNA” and “processing of capped intron-containing pre-mRNA.” 

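Transcripts that are held in the nucleus or retain introns were higher together on the low-Mn diet. Of 42 such transcripts, 4 rose (Meg3, Clk1, Ttc14 and Ccnl2), none fell, and 19 were higher and 1 lower when adjusted over the list alone, with a median log2 fold change of 0.13 (camera adjusted p = 3.9e-13, and adjusted p = 0.138 with an estimated correlation). Clk1, a kinase of SR splicing proteins (ENSMUSG00000026034, chromosome 1, 58410189 to 58424066), rose from a CPM of 143 ± 6.98 to 173 ± 10.6 (SD, n = 3 mice each), a log2 fold change of 0.27 (standard error 0.0524, adjusted p = 0.0214 from edgeR). Ccnl2, a cyclin located in nuclear speckles (chromosome 4, 155812489 to 155824543), rose by 0.23 (standard error 0.0481, adjusted p = 0.0324 from edgeR). Neat1, the scaffold RNA of paraspeckles, lay the other way at -0.16 (adjusted p = 0.202 from edgeR). This list was prompted by Supplementary Data 1, which holds 10 of its members, and is not independent evidence, but the 32 members outside that table had a median of 0.09 (camera adjusted p = 4.5e-05). The calls ended for Clk1 without low-Mn replicates 1 or 2 or normal-Mn replicates 2 or 3 (adjusted p up to 0.109 from edgeR), for Ttc14 without low-Mn replicates 1 or 3 or normal-Mn replicates 1 or 2 (up to 0.137; uncertain, with 11.9% of its exons overlapped on the opposite strand) and for Ccnl2 without low-Mn replicates 1 or 2 or normal-Mn replicates 1 or 2 (up to 0.159).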

We visualized the top 15 reactomes and the genes contributing to the enrichment in a network representation (Figure 4). 

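Genes of the Integrator complex and of snRNA transcription shifted upward on the low-Mn diet, by small amounts per gene. The Integrator processes the ends of snRNAs, the RNA parts of the spliceosome, and SNAPc and TBP start their transcription. Of 70 genes of the Integrator complex and of snRNA transcription, none passed over all genes or when adjusted over the list alone, with 48 above 0 and a median of 0.05 (camera adjusted p = 0.00193, and adjusted p = 0.138 with an estimated correlation). Its leading members were Taf5 (0.52), Snapc3 (0.28), the TATA-binding protein gene Tbp (0.24) and the Integrator subunit gene Ints7 (0.22), at edgeR adjusted p of 0.117 to 0.148. Tbp shares 16.3% of its sequence with other genes and is uncertain. By preranked enrichment the list did not pass (adjusted p = 0.0547 from fgsea). The paper chose the pathway from these libraries, so the list is not independent evidence.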

The network assembly revealed that upregulation of the splicing-related and transcription-related reactomes, including “transcriptional regulation of TP53” and “RNA polymerase II transcribes snRNA genes,” and the two modules were linked by genes that belonged to both splicing and transcription modules. Similarly, downregulated reactomes, such as “metabolism of carbohydrate,” and “extracellular matrix organization” were linked by a set of genes. By contrast, “fatty acid metabolism” was isolated from the other downregulated reactomes. 

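Extracellular matrix genes, which encode collagens, proteoglycans and the enzymes that process them, were lower as a list on the low-Mn diet. Of 119 extracellular matrix genes, 94 lay below 0, Fn1 fell, none rose and 3 were lower when adjusted over the list alone, with a median log2 fold change of -0.14 (camera adjusted p = 5.4e-08, and adjusted p = 0.138 with an estimated correlation). Other leading members were the matrix protease gene Adamts1 (-0.29, adjusted p = 0.0756 from edgeR) and the proteoglycan genes Bgn (-0.46, adjusted p = 0.0875) and Lum (-0.55, adjusted p = 0.142). Markers of the meninges, the tissue in which fibroblasts make such matrix, were lower as well by camera, at a median of -0.20. These markers did not pass with an estimated correlation (adjusted p = 0.242), and their medians per library overlapped between the diets. Of 49 genes of glycolysis and the pentose phosphate pathway, none passed over all genes or when adjusted over the list alone, with 35 below 0 and a median of -0.03 (camera adjusted p = 0.0119, and adjusted p = 0.481 with an estimated correlation). The transketolase gene Tkt had -0.16 (adjusted p = 0.207 from edgeR) and Pkm, which encodes pyruvate kinase, -0.0087 (adjusted p = 0.962). Of 99 genes of glycosaminoglycan and glycan synthesis, none passed over all genes or when adjusted over the list alone, and the list did not pass (median -0.04, camera adjusted p = 0.0599). The glycolysis list lost its call without low-Mn replicate 3 or normal-Mn replicate 2 (adjusted p up to 0.177) and with a gene length and GC trend removed (0.0761), while the glycan list passed without low-Mn replicate 3 or normal-Mn replicate 1 (down to 0.0177). The paper chose these pathways from the same libraries, so the lists are not independent evidence.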

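Genes of fatty acid metabolism were lower together by small amounts. Of 105, 83 lay below 0, Hsd17b12 fell, none rose, and Hsd17b12 was also the only 1 lower when adjusted over the list alone, with a median log2 fold change of -0.06 (camera adjusted p = 2.1e-05, and adjusted p = 0.138 with an estimated correlation). Hsd17b12, the ketoacyl reductase of fatty acid elongation (ENSMUSG00000027195, chromosome 2, 94032689 to 94157964), fell from a CPM of 102 ± 4.21 to 85.9 ± 0.379 (SD, n = 3 mice each), a log2 fold change of -0.25 (standard error 0.0507, adjusted p = 0.0270 from edgeR). Dbi, the acyl-CoA binding protein, had -0.18 (adjusted p = 0.130 from edgeR), the desaturase gene Scd2 -0.12 (adjusted p = 0.218) and Fasn, fatty acid synthase, -0.02 (adjusted p = 0.908). Markers of oligodendrocytes, cells rich in lipid synthesis, were lower as well by camera, at a median of -0.13. These markers did not pass with an estimated correlation (adjusted p = 0.138). The call for Hsd17b12 ended without low-Mn replicates 1, 2 or 3 or normal-Mn replicates 2 or 3, each in turn (adjusted p up to 0.0937 from edgeR), and the list, chosen by the paper from these libraries, is not independent evidence.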

Recurrent identifications of splicing-related pathways strongly suggested that Mn deficiency led to upregulation of the splicing machineries. 

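The spliceosome, built of snRNPs, SR proteins, RNA helicases and other factors, removes introns from pre-mRNA. Of the 34 lists, 19 passed camera with a preset correlation, 7 of them upward. Among the upward ones were nuclear retained transcripts, immediate early genes, glucocorticoid responsive genes, Integrator and snRNA transcription, the spliceosome and FoxO signaling. With an estimated correlation none of the 19 passed, and 11 passed in a preranked enrichment test on log2 fold changes, the spliceosome not among them. The paper ranked genes by fold change and found splicing pathways in KEGG and again in Reactome, and from this recurrence it proposes that Mn deficiency led to upregulation of the splicing machineries.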

At the same time, downregulation of diverse biological pathways could occur when Mn was insufficient.

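The 12 lists that were lower on the low-Mn diet include markers of glial, choroid plexus and meningeal cells beside pathways. Cytosolic ribosomal proteins were among them: of 80 genes, none passed over all genes or when adjusted over the list alone, with 51 below 0 and a median log2 fold change of -0.03 (camera adjusted p = 0.0101, and adjusted p = 0.719 with an estimated correlation). Rps4x had -0.18 (adjusted p = 0.0911 from edgeR) and Rps29 0.30 (adjusted p = 0.103 from edgeR), and both share sequence with other genes (41.2% and 18.9%). Of 86 nuclear genes of the respiratory chain, 1 rose, Uqcr11, a subunit of complex III, also alone when adjusted over the list alone (log2 fold change 0.34, adjusted p = 0.0426 from edgeR), and the list had a camera adjusted p of 0.532, but was lower without low-Mn replicate 2 (0.043) or normal-Mn replicate 3 (0.0393). Of 13 mitochondrially encoded genes, none passed over all genes, with 2 higher and 3 lower when adjusted over the list alone (camera adjusted p = 0.572). The call for Uqcr11 ended without any library but low-Mn replicate 3 (adjusted p up to 0.203 from edgeR) and with limma-voom. The ribosomal list lost its call without low-Mn replicate 3 or normal-Mn replicate 2 (adjusted p = 0.637 and 0.827), in the first case on the other side of 0, and the mitochondrially encoded list was higher without normal-Mn replicate 2 (adjusted p = 2.5e-06) and lower without normal-Mn replicate 1 (0.0208) or normal-Mn replicate 3 (0.0393).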

**FIGURE 4:**
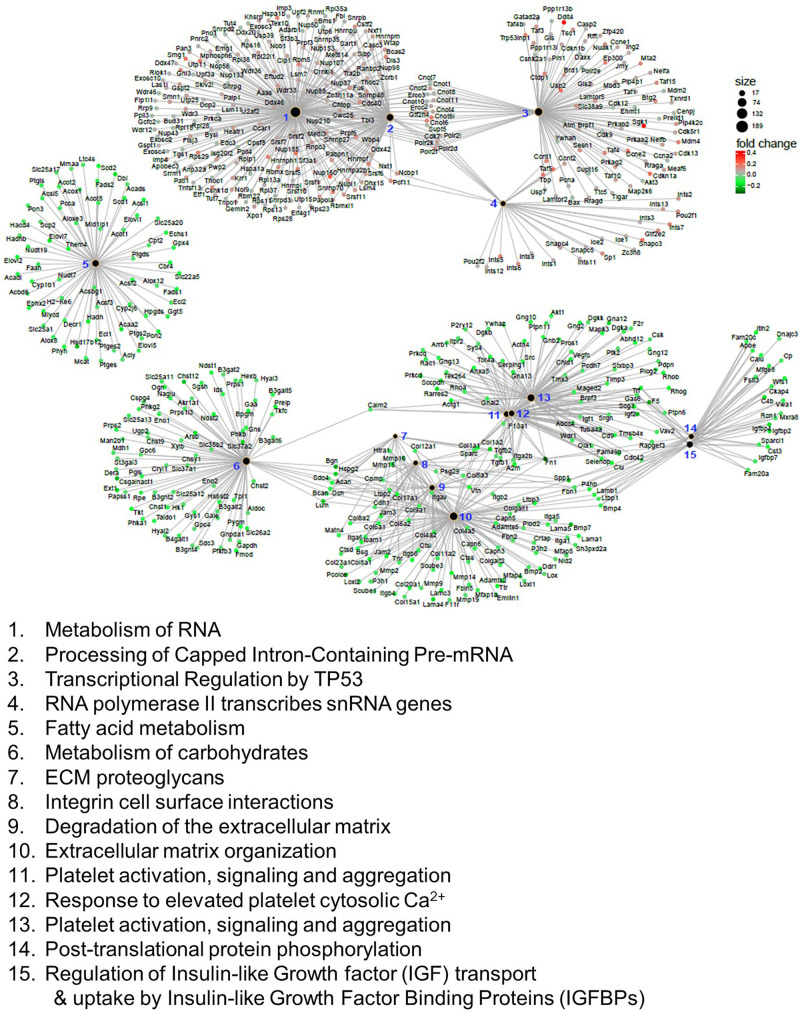
Reactome analysis of genes correlated with manganese (Mn)-deficient cerebellum. Enrichment of reactome categories, as calculated with the gene set enrichment analysis (GSEA) algorithm. Among the 62 reactomes (*P*adj < 0.05), the top 15 reactomes based on *P*adj values are represented. The size of the black dots indicates the number of genes involved in the reactome. Genes involved in the reactome are colored based on the mRNA changes in the Mn-deficient cerebellum. Reactomes can be interconnected via genes that belong to multiple reactomes.

### qPCR Analysis of the Cerebellum in Mice Fed a Low-Mn Diet for 2 or 4 Weeks

We used qPCR to validate several genes showing significant alterations in the cerebellum of mice fed a Mn-deficient diet for 2 weeks. We found that dietary Mn deficiency for 2 weeks led to the downregulation of *Ki*, *Fn1*, and *Ace* in the cerebellum. These three genes were also shown to be downregulated in the RNA-seq analysis (Figure 5A). 

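Kl, Fn1 and Ace fell on the low-Mn diet, and in each gene every low-Mn mouse lay below every normal-Mn mouse (exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow). Kl encodes Klotho, a membrane and secreted protein made by the choroid plexus (ENSMUSG00000058488, chromosome 5, 150952607 to 150993817). Its CPM was 86.5 ± 9.43 on the low-Mn diet and 124 ± 12.9 on the normal-Mn diet (SD, n = 3 mice each), a log2 fold change of -0.51 (standard error 0.0733, adjusted p = 0.00183 from edgeR). Fn1 encodes fibronectin (ENSMUSG00000026193, chromosome 1, 71585520 to 71653200), and its CPM was 56.8 ± 6.59 and 75.8 ± 5.32 (SD, n = 3 each), a log2 fold change of -0.41 (standard error 0.0725, adjusted p = 0.00983 from edgeR). Ace encodes angiotensin-converting enzyme (ENSMUSG00000020681, chromosome 11, 105967945 to 105989964), and its CPM was 61.6 ± 4.34 and 79.4 ± 5.89 (SD, n = 3 each), a log2 fold change of -0.37 (standard error 0.0645, adjusted p = 0.0100 from edgeR). Kl and Ace stand among the choroid plexus markers and Fn1 among the meninges markers, whose medians were -0.27 and -0.20. Without low-Mn replicate 2, Fn1 and Ace no longer passed (adjusted p = 0.0695 and 0.0755 from edgeR).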

We also found that three genes that were upregulated in the RNA-seq analysis, namely *Meg3*, *Tob2*, and *Bcl6*, showed similar changes in the qPCR analysis (Figure 5A). 

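Meg3, Tob2 and Bcl6 rose in the RNA-seq data, with every low-Mn mouse above every normal-Mn mouse. Meg3, a maternally expressed long noncoding RNA held in the nucleus (ENSMUSG00000021268, chromosome 12, 109541001 to 109571726), had a CPM of 2295 ± 28.8 on the low-Mn diet and 1791 ± 53.0 on the normal-Mn diet (SD, n = 3 mice each), a log2 fold change of 0.36 (standard error 0.0405, adjusted p = 3.0e-04 from edgeR). Of its sequence, 10.4% is shared with other annotated genes. Tob2, an anti-proliferative protein that takes part in mRNA deadenylation (ENSMUSG00000048546, chromosome 15, 81848272 to 81858796), had 84.6 ± 2.92 and 60.4 ± 5.85 (SD, n = 3 each), a log2 fold change of 0.48 (standard error 0.0640, adjusted p = 9.2e-04 from edgeR). Bcl6, a transcription repressor (ENSMUSG00000022508, chromosome 16, 23965052 to 23988852), had 74.6 ± 8.83 and 48.9 ± 6.35 (SD, n = 3 each), a log2 fold change of 0.61 (standard error 0.0846, adjusted p = 0.00150 from edgeR). All 3 passed without any 1 of the 6 libraries (adjusted p up to 0.0115 from edgeR). Meg3 stands among the nuclear retained transcripts and Tob2 and Bcl6 among the glucocorticoid responsive genes.

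**Figure D3:**
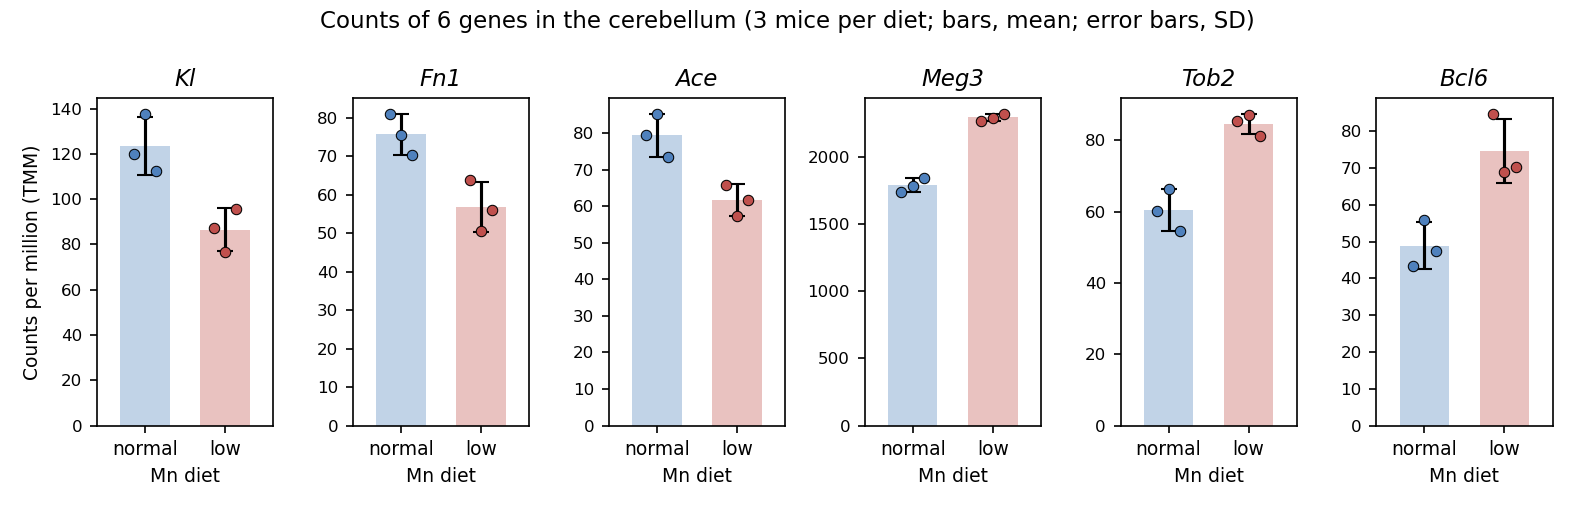
Levels of the 6 genes taken to qPCR, in TMM-normalized CPM (y axis from 0). Bars give the mean and error bars the SD over 3 mice per Mn diet, and points are mice. The low-Mn points lie below the normal-Mn points for Kl, Fn1 and Ace and above them for Meg3, Tob2 and Bcl6.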

We then examined whether the effects of Mn deficiency would be more extreme if the mice were exposed to the low-Mn diet for longer than 2 weeks. To test this, we performed additional experiments in mice fed the low-Mn diet for 4 weeks. Our qPCR data revealed similar changes in mice fed the low-Mn diet for either 2 or 4 weeks (Figure 5B). This result indicated that an additional 2 weeks of a low-Mn diet did not exacerbate the Mn-related gene misregulation.

**FIGURE 5:**
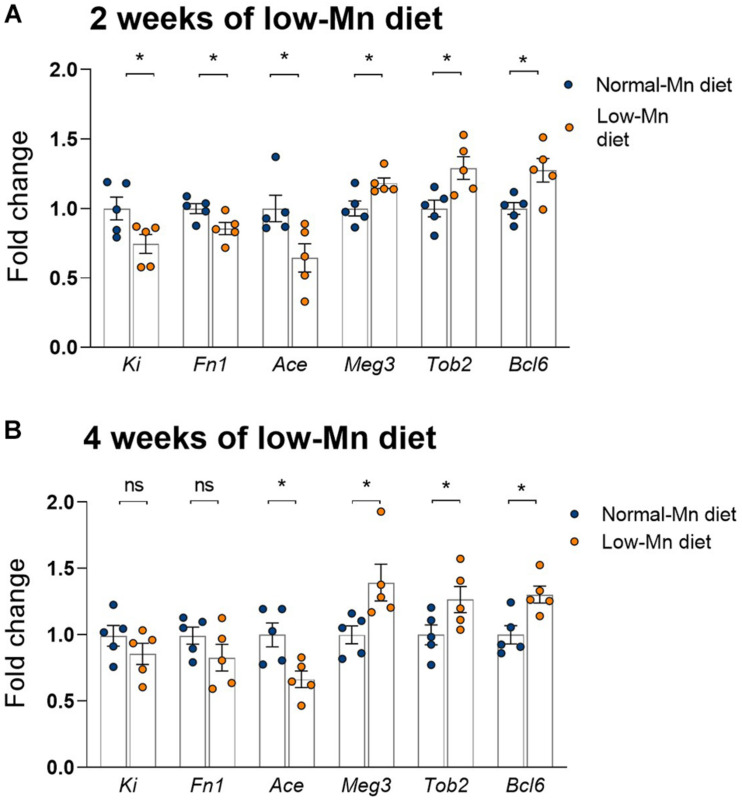
qPCR analysis of the cerebellum of mice fed for 2 or 4 weeks with a low-manganese (Mn) diet. **(A)** qPCR validation of *Ki*, *Fn1*, *Ace*, *Meg3*, *Tob2*, and *Bcl6*, six genes shown to be dysregulated in the RNA-seq analysis of the cerebellum of mice fed for 2 weeks with a low-Mn diet (*n* = 5 per group). **(B)** qPCR quantification of *Ki*, *Fn1*, *Ace*, *Meg3*, *Tob2*, and *Bcl6* in the cerebellum of mice fed for 4 weeks with a low-Mn diet (*n* = 5 per group). Data represent means ± SEM. *P < 0.05.

## Discussion

Our use of a mouse model of the Mn-deficient cerebellum shows that Mn deficiency results in altered expression of 137 genes within the adult cerebellum. The present results demonstrate upregulation of transcripts of the spliceosome-related pathways in the Mn-deficient mouse cerebellum. These genes include *Rbm25*, *Ddx5*, *Srsf5*, *Acin1*, *Tra2a*, and *Snrnp70*, all of which play central roles in the spliceosome pathway (Table 3). Most eukaryotic genes are transcribed to precursor mRNAs (pre-mRNAs) that encompass both protein-coding exons and non-coding introns. Pre-mRNA splicing removes the non-coding intron sequences to produce the mature mRNA. This sequential process is catalyzed by a macromolecular machine called the spliceosome (Zaghlool et al., 2014). The spliceosome plays critical roles in neurodevelopmental disorders, as splice-disrupting genetic variants are known to contribute to these disorders (Sanders et al., 2020). The mechanisms by which Mn deficiency alters splicing machinery remain unknown; however, our observations raise the intriguing possibility that Mn may contribute to neurodevelopmental disorders by altering gene splicing.

One example is RBM25 (also known as RED120), an RNA-binding protein that contains an N-terminal RNA-binding motif domain (RRM), a central glutamate/arginine-rich sequence (ER-rich domain), and a C-terminal PWI domain (Fortes et al., 2007). RBM25 functions in apoptotic cell death by regulating the balance of expression of pro- and anti-apoptotic transcripts of the BCL2L1 gene isoforms (Zhou et al., 2008). RBM25 also generates an abnormal and truncated splice form of the cardiac voltage-gated Na channel encoded by SCN5A during heart failure (Gao et al., 2011). Another example is DDX5, or DEAD/H box polypeptide 5, also known as RNA helicase p68, that is involved in the alternate regulation of pre-mRNA splicing. DDX5/RNA helicase p68 is reported to regulate tau exon 10 splicing by modulating the stem-loop structure at the 5′ splice site (Forman et al., 2004), and disruption of the regulation of tau exon 10 splicing plays an important role in the pathogenesis of tauopathy (Forman et al., 2004). Moreover, aberrant tau exon 10 splicing has been implicated in a range of sporadic tauopathies, including progressive supranuclear palsy (PSP), corticobasal degeneration (CBD), multiple system tauopathy with dementia (MSTD), and argyrophilic grain disease (AGD), as well as some forms of Alzheimer’s disease (Andreadis, 2006). Our data showing an increase in RBM25 and DDX5 expression in the cerebellum in response to Mn deficiency therefore suggests an involvement of the spliceosome in the Mn-dependent function of the nervous system.

The spliceosome is found within the nucleus in eukaryotic cells. Studies have also shown that Mn is primarily accumulated in the nuclei of several types of cultured brain cells, including blood–brain barrier endothelial RBE4 cells, blood–cerebrospinal fluid barrier choroidal epithelial Z310 cells, mesencephalic dopaminergic neuronal N27 cells, and pheochromocytoma dopaminergic PC12 cells (Kalia et al., 2008). This localization of Mn suggests that these nuclei may serve as the primary pools of intracellular Mn. Currently, the specific roles of Mn in the nucleus are not known. Given the ability of Mn to interact with the nucleotides of DNA, RNA, and ribosomes (Jouve et al., 1975; Vogtherr and Limmer, 1998), one plausible explanation is that unidentified nuclear proteins are specifically targeted by Mn. Further studies are warranted to test this intriguing possibility.

The present results show that Mn deficiency decreases the expression of genes involved in multiple reactome pathways, including carbohydrate metabolism, in the cerebellum. This is consistent with previous findings that Mn deficiency in mice impairs the metabolism of carbohydrates (Wedler, 1993; Keen et al., 1999). Mn acts as a cofactor for numerous enzymes, including all six major enzyme families, and several Mn metalloenzymes contain tightly bound Mn ions (Wedler, 1993). Mn metalloenzymes include pyruvate carboxylase, which catalyzes the physiologically irreversible carboxylation of pyruvate to form oxaloacetate in the citric acid cycle (Leach and Lilburn, 1978). Glycosyltransferase is another Mn-dependent enzyme that requires Mn for catalytic activity (Leach, 1971), implicating Mn as a significant factor in glycosylation. Mn-deficient animals exhibit skeletal abnormalities, including shortened limbs caused by a diminished production of the *N*-acetylgalactosamine-containing chondroitin sulfate (Leach, 1971). β-1,4-galactosyltransferase, which catalyzes the transfer of galactose to the glycan moiety of a protein during protein *N*-glycosylation, is another Mn-dependent glycosyltransferase that requires Mn for substrate binding and catalytic activity (Ramakrishnan et al., 2006). Mn-deficient cells have shown impaired protein N-glycosylation, and especially galactosylation (Potelle et al., 2016). Taken together, our results suggest that the altered carbohydrate metabolism reported in the Mn-deficient condition is likely involved in transcriptional alterations.

Previous transcriptome analyses related to Mn have revealed that high levels of Mn alter gene expression in different cell stress pathways and that these alterations may contribute to the toxic effects of Mn. One transcriptome analysis study in *Caenorhabditis elegans* showed that acute Mn exposure increases activity of pathways related to endoplasmic reticulum and lipocalin (Rudgalvyte et al., 2016). Another transcriptome analysis study in the SH-SY5Y human neuroblastoma cell line showed different responses to physiologic versus toxic Mn levels (Fernandes et al., 2019). This study indicated that exposure to physiologic Mn levels increased the abundance of differentially expressed genes (DEGs) in the protein secretion pathway, which functions in protein trafficking and cellular homeostasis. By contrast, exposure to toxic Mn levels increased the abundance of DEGs for the mitochondrial oxidative phosphorylation pathway. Our transcriptomic analysis in the mouse cerebellum revealed vastly different sets of DEGs when compared to these previous studies. Specifically, low and high Mn levels did not result in opposite changes in gene expression. These somewhat inconsistent observations may be reflect the use of different experimental systems. Alternatively, low or high Mn exposures have distinct biological consequences. Further studies are required to compare exposures to low or high Mn levels in a single experimental system.

One important point to note is that dietary Mn deficiency is rare in humans due to the broad Mn availability in diverse dietary sources; therefore, the argument can be made that our transcriptome study may not accurately apply to humans. Mn is certainly abundant in plant-based foods, such as whole grains, legumes, rice, nuts, and vegetables; however, it is deficient in animal sources, including meat, fish, poultry, eggs, and dairy products (Freeland-Graves et al., 2016). Interestingly, epidemiological surveys have revealed a > 40% reduction in dietary Mn consumption in the past 5 years in the United States (Hallfrisch et al., 1987; Egan et al., 2002; Freeland-Graves et al., 2016), and a similar substantial decline in Mn consumption in China (Association, 2001; Jiang et al., 2015) and in South Korea (Kim et al., 2008; Kang et al., 2014). These studies suggest that, despite the supposed rarity of dietary Mn deficiency, Mn inadequacy is actually prevalent in the animal-based diets of today’s society. Furthermore, this Mn inadequacy coincides with an increased incidence of neurodevelopmental conditions associated with low levels of Mn (Claus Henn et al., 2010; Bhang et al., 2013; Haynes et al., 2015). In contrast to the > 40% chronic reduction of Mn in humans, in our study, mice fed with a Mn-deficient diet for 2 weeks showed a moderate reduction of Mn in the cortex (∼13.1%) and cerebellum (∼14.7%). We speculate that the cell-type composition may influence the sensitivity to dietary Mn levels. This is an important future direction of investigation. Further studies should investigate the consequences of longer durations of Mn deficiency on other brain regions.

Importantly, the Mn reduction tested in the present study was sufficient to cause detectable changes in gene expression. The findings presented here will aid in the assessment and management of the risks of low Mn levels in association with human children’s neurodevelopmental conditions. Our present study will also provide a foundation for this type of research. In addition, our study used only a single omics technology, so our results do not reflect proteomics, metabolomics, or functional outcomes. Further integrated omics and time-course studies in animal models will be needed to improve our understanding of the physiological mechanisms that control Mn availability and to establish the pathogenic mechanisms by which low Mn levels cause neuropathology.

## Conclusion

To our knowledge, this is the first global transcriptomic study to analyze the impact of dietary Mn deficiency on the mouse brain. Our study highlights the transcriptional changes occurring in the spliceosome pathway and in carbohydrate metabolism and supports the current knowledge on the roles played by these pathways in the molecular dysfunction associated with low Mn levels. Our study also can serve as a unique data resource for investigating Mn-dependent cellular functions in the brain.

## Data Availability Statement

The datasets generated in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Ethics Statement

The animal study was reviewed and approved by the University Committee on Use and Care of Animals (UCUCA) at the University of Michigan.

## Author Contributions

YS designed the research and wrote the manuscript, provided essential materials, and had primary responsibility for final content. YS, E-KC, LA, MP, and SI conducted the research. YS and SI analyzed data and performed statistical analysis. All authors have read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Transcriptome Analysis of the Cerebellum of Mice Fed a Manganese-Deficient Diet
**Source:** Front Genet. 2020 Dec 3;11:558725. doi: 10.3389/fgene.2020.558725
**Supplement:** Supplementary file 2

**Supplemental Table 1** The composition of normal-Mn diet (TD.120518, Teklad)

| **Dietary Components** | g/Kg |
| --- | --- |
| Casein, low Cu & Fe | 200.0 |
| DL-Methionine | 3.0 |
| Sucrose | 549.3452 |
| Corn Starch | 150.0 |
| Corn Oil | 50.0 |
| Vitamin Mix, AIN-76A (40077) | 14.0 |
| Choline Bitartrate | 2.8 |
| Ethoxyquin, antioxidant | 0.01 |
| Calcium Phosphate, dibasic | 15.5 |
| Sodium Chloride | 2.59 |
| Potassium Citrate, monohydrate | 7.7 |
| Potassium Sulfate | 1.82 |
| Magnesium Oxide | 0.84 |
| Zinc Carbonate | 0.056 |
| Cupric Carbonate | 0.0105 |
| Potassium Iodate | 0.0004 |
| Sodium Selenite, pentahydrate | 0.0004 |
| Chromium Potassium Sulfate, dodecahydrate | 0.0193 |
| Manganous Carbonate | 0.0732^1^ |
| Ferric Citrate | 0.235 |

^1^Manganese content approximately 35 - 35.5 mg/kg

# Supplementary material for: Transcriptome Analysis of the Cerebellum of Mice Fed a Manganese-Deficient Diet
**Source:** Front Genet. 2020 Dec 3;11:558725. doi: 10.3389/fgene.2020.558725
**Supplement:** Supplementary file 3

**Supplemental Table 2** Primer Sequence

| *Ki* | TGA CCC GAA TGT CTA TCT GTG GGA |
| --- | --- |
|  | GCA CGA TAG GTC ATG TTC CGT GTG |
| *Fn1* | GGC CAC CAT TAC TGG TCT GG |
|  | GGA AGG GTA ACC AGT TGG GG |
| *Meg3* | CAG AGC GCT TCT GAA GAC CA |
|  | CAC CTA CTG GGT GCT CAC TG |
| *Tob2* | GTG CAG GTC GTT GAG ACT GA |
|  | ATC CAG AGG CTC TCG GGT C |
| *Blc6* | GAC GTT GTC ATC GTG GTG AG |
|  | GGT TGC ATT TCA ACT GGT CA |

How the deposited data were processed for this re-analysis (not part of the article)

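RNA-seq was done on cerebella of 3 mice fed a low-Mn diet and 3 fed a normal-Mn diet for 14 days. Samples were grouped by diet as the labels and the paper give them. The brain metal measurements and the qPCR experiments of the paper were not analysed here.

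The authors made libraries of polyadenylated RNA, sequenced them on the Illumina NovaSeq platform and mapped the reads with STAR. The submitters' processing notes also name FastQC, RSEM, DESeq2 and the mm10 genome. The paper gives Ensembl as the source of its genome and annotation files. The versions of the tools and the release of the annotation are not given in the sources used here. The authors deposited expected counts per gene, as RSEM estimates them, not normalized. Between 7.13% and 7.75% of the values were not whole numbers. Every column of the deposited table was used. The 92 spike-in entries were 0 in every library and were left out. Of the 53715 mouse genes, 53620 had a symbol in GENCODE M21, from which the positions, types, lengths and sequences of genes were taken. Library totals ran from 14548336 to 21277469 counts.

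Computing was done in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0, and in Python 3.11.15 with matplotlib 3.10.9. Expected counts were rounded to whole numbers. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, and libraries were scaled by TMM factors. Each gene was tested with glmQLFit and glmQLFTest of edgeR, with Benjamini-Hochberg adjustment over 16123 genes and a threshold of 0.05. The common dispersion was 0.00361. Standard errors are those of the log2 fold change, low-Mn over normal-Mn. Single values were compared with exact two-sided permutation tests, for which 3 libraries against 3 give a smallest p of 0.1. The principal component analysis used log2 CPM with a prior count of 2 and the 500 most variable genes kept by the filter.

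Gene lists were tested with camera of limma on voom values, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over 34 lists. They cover the spliceosome, FoxO signaling, focal adhesion, neuroactive ligand receptors, cytokines and their receptors, numbered zinc finger genes, glycolysis and the pentose phosphate pathway, glycan synthesis, extracellular matrix, fatty acid metabolism, Integrator and snRNA transcription, Mn and iron transport, Mn-dependent enzymes, glucocorticoid response, the circadian clock, immediate early genes, the amino acid response, nuclear retained transcripts, ribosomal proteins, the respiratory chain, mitochondrially encoded genes, imprinted genes, red blood cells, brain stem neurons and the markers of 9 cell types of the cerebellum and its surroundings. Their members came from general knowledge, because the KEGG and Reactome sets of the paper were not used here. The results of 1 further list and of 1 gene are not reported here. Members adjusted over the list alone use the same gene tests with adjustment within the list.

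The genes named are all genes of the paper's tables and of Figure 5, the 10 largest changes in each direction among genes that passed and whose diets did not overlap, and up to 4 members of each list with the smallest p. A few other members of lists are named after their values were seen. Sharing of sequence is the percent of a gene's exonic 50-mers that occur in another annotated gene, examined for 200 genes. Of these, 49 shared at least 10%, and 35 overlapped another gene over at least 10% of their exons.

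The gene tests were first tested on simulated counts with known changes. The list test was tested on simulated lists, where it found the 1 raised list and called none of the untouched ones among 31 lists. That simulation does not show how often the list test calls lists falsely in these libraries. When the libraries were regrouped across the diets into equal groups, it called from 4 to 13 lists, against 19 by diet. Replicate numbers were tested as a pairing of the diets, which they did not show.

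Alternatives were other scaling factors (RLE and upper quartile), no filter and a stricter filter on low counts (an average of 100 counts), unrounded counts, limma-voom, DESeq2 with default settings, with a prior on fold changes and without independent filtering, the replicate number as a block, a smooth trend on gene length and GC content removed (splines with 4 degrees of freedom, covering 99.9% of tested genes), and each replicate left out in turn. Lists were also tested with an estimated correlation, with fry, with preranked enrichment and with members outside Supplementary Data 1 only. A DESeq2 fit over genes with a mean normalized count of at least 500 was added after the values of Supplementary Data 1 had been compared with the counts.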

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

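The tests of placental genes were chosen only after such genes had been seen in 1 library, and the other tests reported here were set before their results were seen, on lists that Supplementary Data 1 had prompted.

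In normal-Mn replicate 1, 29 genes had 15 or more counts and at most 1 count in each other library, 1979 counts in all, against 0 to 3 such genes in each other library. They stood out as signal in genes that the paper does not discuss, and include placental genes such as Tpbpa, with 323 counts there and 0 in every other library, Prl3b1 and Psg21, and among genes named after their counts were seen H19 had 195 counts there against 25 to 49 elsewhere, Afp 33 against 3 to 8 and Hbb-y 7 against 0. Of 38 further placental genes, listed before their counts were seen, 8 (21.1%) had 5 or more counts in this library and at most 1 in each other, while 13 had more than 1 count elsewhere, so the cerebellum itself or background gives counts for these. Those 13 could not meet the criterion whatever the source. Of the 25 that did not, 8 (32%) had 5 or more counts and 17 at least 1 count in normal-Mn replicate 1. In each other library, 0 of the 38 met the criterion. The share of 21.1% lies between the bounds set for and against placental RNA or reads mixed into this library. That share is held down by the 13 genes that could not add to it. This test therefore cannot decide on that source, and no biological explanation was tested.

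Choroid plexus and meninges markers were lower on the low-Mn diet by camera (adjusted p = 1.8e-18 and 3.8e-10), but did not pass with an estimated correlation (adjusted p = 0.166 and 0.242). Outside Supplementary Data 1, the median log2 fold change was -0.255 (spread 0.0252) over 27 choroid plexus markers and -0.184 (spread 0.0243) over 29 meninges markers, both past the bound of -0.1 set for less choroid plexus and fewer meningeal cells in the low-Mn dissections, which therefore stay open as explanations. Ttr, the most abundant choroid plexus transcript, had a CPM of 2219 on the low-Mn diet and 2549 on the normal-Mn diet (log2 fold change -0.20, adjusted p = 0.221 from edgeR). Per library, the medians of the choroid plexus list overlapped between the diets, from -0.43 to -0.16 against -0.16 to 0.16. The spread of 0.0252 is narrower than these ranges and does not cover differences between mice. An effect of Mn deficiency on these genes within the same cells is the biological explanation that the design gives, and it stays open as untested.

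Nuclear retained transcripts were higher on the low-Mn diet by camera (adjusted p = 3.9e-13, and adjusted p = 0.138 with an estimated correlation), and spliceosome genes by a median of 0.01 (adjusted p = 0.00948, and adjusted p = 0.190 with an estimated correlation). With a trend on gene length and GC content removed, the median log2 fold change of the nuclear retained transcripts was 0.119 (spread 0.0151) against 0.125 before, which argues against that trend as the cause. Over the 32 such transcripts outside Supplementary Data 1 the median was 0.0877 (spread 0.0159), which lies below the bound of 0.1 by less than its spread. A larger share of nuclear RNA in the low-Mn libraries therefore cannot be told apart from higher expression, because that value is too close to the bound and is lowered by leaving out members chosen for their change in these same libraries. An effect of Mn deficiency on these transcripts stays open as untested.

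Ifng, which encodes interferon gamma, had 215 counts in normal-Mn replicate 2 and 144 in normal-Mn replicate 3, against 2 in normal-Mn replicate 1 and 0 in the low-Mn libraries. Ccl3, a chemokine gene, had 70 counts in normal-Mn replicate 2 and 35 in normal-Mn replicate 3, and at most 4 in each other library, and the 25 lymphocyte genes, listed after counts had been seen, summed to 73, 49 and 107 counts in low-Mn replicates 1 to 3 and to 263, 575 and 275 in normal-Mn replicates 1 to 3, Ifng included. Among these, Sh2d1a had 19, 9 and 38 against 117, 241 and 34 counts (log2 fold change -2.20, adjusted p = 0.0403 from edgeR, uncertain because 26.6% of its exons overlap a gene on the opposite strand) and Tnfrsf9 0 against 34, 11 and 5, while the T cell genes Cd3e and Cd8a had at most 7 and 4 in any library. Gm38020, outside the genes that the paper discusses, had a log2 fold change of 0.90 with a CPM of 22.8 ± 1.21 on the low-Mn diet and 12.2 ± 1.24 on the normal-Mn diet (SD, n = 3 mice each). A330023F24Rik, the host transcript of Mir29b-2 and Mir29c, also outside them, had a log2 fold change of 1.66, with CPM values of 104, 100 and 97.2 on the low-Mn diet and 17.8, 57.3 and 19.9 on the normal-Mn diet, and none of 3 DESeq2 fits called it. It is uncertain, because 16.1% of its exons overlap genes on the opposite strand.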

How the results depend on the processing

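Against 96 genes changed by the diet, the count was 424 with no filter on low counts, 167 with a gene length and GC offset, 63 with limma-voom and 37 to 93 without each replicate in turn, where fewer libraries enter the fit. Of the genes of Supplementary Data 1, 62 were called, against 128 with no filter, 110 with DESeq2 default, 106 with its prior, 137 with its prior over genes with a mean normalized count of at least 500 (chosen after seeing the data) and 21 to 43 without each replicate. With the replicate block the counts were 128 and 81, and with block and offset together 179 and 100. The numbers were not shown to pair the mice. Correlations of same-numbered libraries were 0.030, -0.024 and 0.036, below the 0.1 set as needed, and not every library was closest to its own number. Pairing is not excluded, because the block raised the count of genes here but lowered it from 177 to 169 in simulated counts. The block alone changed no call of a list. The separation on the first principal component, 1.99, was 6.28 with the variance stabilizing transformation and 0.962 to 3.56 without each replicate. Of 34 lists, 19 were called, none (0) with an estimated correlation or by fry, 11 by preranked enrichment and 18 to 21 without each replicate. With an estimated correlation, the adjusted p was 0.190 for the spliceosome, 0.138 for FoxO, focal adhesion, cytokines, extracellular matrix, fatty acids and Integrator, 0.166 for neuroactive receptors and 0.481 for glycolysis. By fry these were 0.0922 (spliceosome, focal adhesion), 0.0728 (FoxO, cytokines, Integrator), 0.0745 (extracellular matrix, fatty acids), 0.0931 (neuroactive receptors) and 0.298 (glycolysis). Preranked enrichment gave 0.404 for the spliceosome, 0.582 for FoxO, 0.190 for focal adhesion, 1 for glycolysis and 0.0547 for Integrator. Outside Supplementary Data 1 the spliceosome, FoxO and focal adhesion lists, and the glucocorticoid list, had 0.0872 each, but that table was chosen from these libraries, so leaving out its members lowers a list by itself and the loss does not count against it. By preranked enrichment the glucocorticoid list had 0.0529. FoxO had 0.0792 with no filter, glycolysis 0.0761 with the offset and 0.0831 with block and offset, and cytokines 0.0516 with both, while glycan synthesis passed with no filter (0.0109) and the stricter filter (0.0243). Without each replicate the adjusted p ran from 7.8e-04 to 0.0845 for the spliceosome, 0.0149 to 0.151 for focal adhesion, 0.0319 to 0.322 for zinc finger genes, 0.00185 to 0.177 for glycolysis, 0.0177 to 0.149 for glycan synthesis and 0.00599 to 0.0517 for cytokines. Reversed were cytosolic ribosomal proteins without low-Mn replicate 3 (0.637; range 3.5e-05 without low-Mn replicate 2 to 0.827 without normal-Mn replicate 2) and mitochondrially encoded genes without normal-Mn replicate 2 (2.5e-06; up to 0.805 without low-Mn replicate 2). Apart from fewer libraries or genes, the cause of these differences was not tested. Of 2926 values of named genes under alternatives, 2537 kept their side of the threshold, 187 no longer passed and 202 passed only there. No value that passed in either fit changed direction. Of 61 called genes, 44 lost no call in the alternatives with all libraries that tested them. These include genes that an alternative left out. DESeq2 default tested 10115 genes and its calls ran from -0.631 to 0.897, so that Gm20463, at -4.49 by edgeR, lay outside them. The 6 genes taken to qPCR passed under every alternative with all libraries. Of the 10 splits of the libraries into 3 and 3, the diets gave 96 genes and the highest other split 2, and 19 lists against 13. Only 1 split, the real one, was as large in each case, and 10 splits are too few for a share under 0.05. At this depth, recovery of 56.7% of the smallest changes set in simulated counts of 15910 genes limits what small changes can be seen.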

Differences from the paper's values

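The paper reports 50 genes lower on the low-Mn diet, and edgeR gave 29 at the paper's threshold of an adjusted p under 0.05. Of the alternatives set before the data were examined, the difference was under 1.5 times with upper quartile factors (37), the stricter filter on low counts (35), the replicate block (39), the gene length and GC offset (53), block and offset together (55), DESeq2 default (43) and DESeq2 with a prior on fold changes (42). It was not with RLE factors (29), no filter on low counts (206), unrounded counts (29), limma-voom (17), DESeq2 without independent filtering (32) and each replicate left out (9 to 29). The paper's highest log2 fold change is 0.43, and the highest here was 4.44, for Gm19918 by edgeR. The highest among genes that DESeq2 with a prior called was 0.51, taken separately and not as the value of Gm19918. On the scale of that fit, all 137 values of Supplementary Data 1 lay within 0.001 of those computed here. The highest value differed from the paper's under every alternative set before the data were examined. DESeq2 with the prior over the 7070 genes with a mean normalized count of at least 500, chosen after seeing the values, called 50 genes lower and 138 in all, with a highest log2 fold change of 0.43, and drops 0 of the paper's 137 genes. The lowest mean normalized count in Supplementary Data 1 is 506.

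The paper calls all 137 genes of Supplementary Data 1 changed. All had its direction here and an unadjusted p under 0.05, and edgeR called 62 of them. Among the genes it names, the spliceosome genes Ddx5, Srsf5, Acin1 and Snrnp70 and the focal adhesion gene Actg1 did not pass here (adjusted p = 0.0756 to 0.163 from edgeR), nor did 7 of the 20 genes of its Table 1 and 2 of the 20 genes of its Table 2. DESeq2 with default settings calls all 20 of each and 9 of the 11 genes of its Table 3. The paper lists the herpes simplex virus 1 pathway as upregulated, and the zinc finger genes that stood in for it did not pass here (camera adjusted p = 0.0937, and 0.0319 without low-Mn replicate 2). The paper lists carbohydrate metabolism as downregulated, and of the lists for it glycolysis passed here (0.0119) and glycan synthesis did not (0.0599), although it passed with no filter on low counts (0.0109), with the stricter filter (0.0243) and without low-Mn replicate 3 or normal-Mn replicate 1 (down to 0.0177). The glycolysis list in turn did not pass with an estimated correlation (0.481), by fry (0.298), by preranked enrichment (1), with the gene length and GC offset (0.0761), or without low-Mn replicate 3 (0.143) or normal-Mn replicate 2 (0.177).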

Other observations

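Immediate early genes, which neurons and glia switch on within minutes of stimulation, were higher as a list on the low-Mn diet. Of 26, none passed edgeR's test over all genes, 10 were higher when adjusted over the list alone, 23 lay above 0 and the median log2 fold change was 0.26 (camera adjusted p = 2.3e-07, and adjusted p = 0.138 with an estimated correlation). Nr4a3 had 0.68, Dusp1 0.80, Npas4 1.55 and Fos 1.17 (edgeR adjusted p = 0.0506 to 0.0871), but Egr1 0.08 and Arc 0.01. Fos had 243, 352 and 130 counts in low-Mn replicates 1 to 3 and 228, 86 and 102 in normal-Mn replicates 1 to 3, so the diets overlapped. Of 32 glucocorticoid responsive genes, 6 rose (Ddit4, Per1, Tob2, Bcl6, Sgk1 and Arl4d), none fell, and 12 were higher and 3 lower when adjusted over the list alone (median 0.09, camera adjusted p = 1.2e-06, and adjusted p = 0.166 with an estimated correlation). That list was prompted by Supplementary Data 1, so it is not independent evidence, and it did not pass by preranked enrichment (fgsea adjusted p = 0.0529). Fkbp5 and Tsc22d3, typical targets of the glucocorticoid receptor, had -0.15 and 0.08 (edgeR adjusted p = 0.668 and 0.561), and Zbtb16 had -0.56 (0.104). Microglia markers were lower as a list: of 25, none passed over all genes or when adjusted over the list alone, 22 lay below 0, and the median was -0.16 (camera adjusted p = 5.9e-04, and adjusted p = 0.166 with an estimated correlation), with Csf1r (uncertain for overlap with another gene) at -0.21, Cx3cr1 at -0.29 and Tmem119 at -0.40.

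Genes that handle Mn itself did not pass, as genes or as lists. Of 20 genes of Mn and iron transport, none passed over all genes and 1 was lower when adjusted over the list alone (median -0.03, camera adjusted p = 0.301). The Mn exporter gene Slc30a10 had a log2 fold change of -0.22, the importer genes Slc39a14 and Slc39a8 0.03 and 0.24, and Slc11a2, a carrier of divalent metals, 0.17, and none passed (edgeR adjusted p = 0.290 to 0.912). Of 26 Mn-dependent enzymes, none passed over all genes or when adjusted over the list alone (median 7.1e-04, camera adjusted p = 0.961), with Sod2, the mitochondrial Mn superoxide dismutase, at -0.06 (adjusted p = 0.652 from edgeR) and Glul, the glutamine synthetase of astrocytes, at 0.0068 (adjusted p = 0.969 from edgeR). Of 34 genes of the amino acid response, Slc38a2 alone rose, also when adjusted over the list alone (camera adjusted p = 0.323), and Atf4 and Chac1 had -0.0020 and -0.20. Of 12 red blood cell markers and 10 brain stem neuron markers, none passed over all genes or when adjusted over the list alone (camera adjusted p = 0.487 and 0.101; medians 0.14 and -0.18, with 9 of the 10 brain stem markers below 0), although the first passed without low-Mn replicate 2 (0.00185) and the latter without normal-Mn replicate 2 (0.0469).

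A hypothesis is that glucocorticoid responsive genes were higher on the low-Mn diet because of a glucocorticoid or stress response at collection, or because of a different time of day, and both tests were set before their results were seen. Over the 26 members outside Supplementary Data 1 the median log2 fold change was 0.0494 (spread 0.0559), which lies below the bound of 0.1 by less than its spread. Because the members left out had been chosen for their change in these same libraries, this median is lowered by the choice itself, and a glucocorticoid or stress response cannot be told apart from an effect of Mn deficiency on these genes. The 7 clock genes Dbp, Ciart, Nr1d1, Nr1d2, Per2, Per3 and Arntl had a median size of log2 fold change of 0.103 (spread 0.0111), below the bound of 0.2. By that bound, the median argues against a different time of day as the cause. The spread was not shown to cover differences between mice, and Per2 by itself lay above the bound, so a different time of day is not excluded.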
